# RNA-seq and flow-cytometry of conventional, scalp, and palmoplantar psoriasis reveal shared and distinct molecular pathways

**DOI:** 10.1038/s41598-018-29472-w

**Published:** 2018-07-27

**Authors:** Richard Ahn, Di Yan, Hsin-Wen Chang, Kristina Lee, Shrishti Bhattarai, Zhi-Ming Huang, Mio Nakamura, Rasnik Singh, Ladan Afifi, Keyon Taravati, Priscila Munoz-Sandoval, Mariela Pauli, Michael D. Rosenblum, Wilson Liao

## Abstract

It has long been recognized that anatomic location is an important feature for defining distinct subtypes of plaque psoriasis. However, little is known about the molecular differences between scalp, palmoplantar, and conventional plaque psoriasis. To investigate the molecular heterogeneity of these psoriasis subtypes, we performed RNA-seq and flow cytometry on skin samples from individuals with scalp, palmoplantar, and conventional plaque psoriasis, along with samples from healthy control patients. We performed differential expression analysis and network analysis using weighted gene coexpression network analysis (WGCNA). Our analysis revealed a core set of 763 differentially expressed genes common to all sub-types of psoriasis. In contrast, we identified 605, 632, and 262 genes uniquely differentially expressed in conventional, scalp, and palmoplantar psoriasis, respectively. WGCNA and pathway analysis revealed biological processes for the core genes as well as subtype-specific genes. Flow cytometry analysis revealed a shared increase in the percentage of CD4+ T regulatory cells in all psoriasis subtypes relative to controls, whereas distinct psoriasis subtypes displayed differences in IL-17A, IFN-gamma, and IL-22 production. This work reveals the molecular heterogeneity of plaque psoriasis and identifies subtype-specific signaling pathways that will aid in the development of therapy that is appropriate for each subtype of plaque psoriasis.

## Introduction

While the skin lesions of plaque psoriasis are described classically as well-circumscribed, raised, erythematous lesions with overlying silvery scale, there is considerable heterogeneity in the clinical presentation of the disease. The anatomic location of psoriatic lesions, time course (chronic vs. acute), age of onset (adult vs. pediatric), lesion morphology (plaque size, induration, erythema, and scale), and response to therapy may vary from patient to patient. This varied spectrum of clinical phenotypes suggests that psoriasis may comprise a collection of several different biologic subtypes, which while sharing certain common features, may also have unique immunogenetic characteristics. While “conventional” plaque psoriasis typically affects the trunk and extensor surfaces (elbows/knees), other patterns of lesion distributions such as scalp and palmoplantar psoriasis are recognized as clinically distinct subtypes of plaque psoriasis^1^. Scalp and palmoplantar psoriasis may each occur in isolation or with other psoriasis subtypes, but tend to be more refractory to treatment compared to conventional plaque psoriasis^2,3^. These two subtypes are also associated with a higher burden of disease that is both greater than conventional psoriasis and disproportionate to the body surface area affected^4^. For instance, patients with scalp and palmoplantar psoriasis report greater physical and psychosocial impairment from their disease compared to patients with the conventional plaque form of psoriasis^4–6^. Although physicians recognize the clinical differences between these subtypes, little is known about the molecular and transcriptomic differences between conventional, scalp, and palmoplantar psoriasis, especially with respect to key populations of immune cells. In this study, we use RNA-seq to assess the transcriptomic differences between scalp, palmoplantar, and conventional psoriasis and use flow cytometry to profile the cytokines secreted by CD4+ T effector cells, CD8+ T effector cells, and CD4+ regulatory T cells (Tregs).

## Methods

### Study population

We recruited 8 patients with conventional plaque psoriasis (CP) on the trunk and extremities, 8 patients with scalp psoriasis (SP), and 3 patients with plaque-type palmoplantar/handfoot psoriasis (HF) from the San Francisco Bay area. Subjects were adults over the age of 18 who had a diagnosis of psoriasis from a board certified dermatologist for at least 6 months (mean duration = 19.9 years) and who were not on systemic treatments. For subjects on topical therapy, the sampled plaque was free of topical therapy for at least 2 weeks prior to the biopsy procedure. Normal healthy skin from the surgical discards of 9 cosmetic surgery patients was used as controls (C). Skin from surgical discards came from the trunk or upper legs. This study was approved by the University of California, San Francisco’s institutional review board and all subjects provided written informed consent prior to enrollment. All subjects were de-identified and any HIPAA identifiers were removed.

### Skin biopsies

Two 4-mm punch biopsies were obtained from the lesional skin of each psoriasis patient, with one biopsy used for RNA-seq and the other for flow cytometry. Biopsies of conventional plaque psoriasis were taken from lesions on the arms or legs. Tissue samples were placed either into RNALater solution or onto sterile gauze that had been dampened with phosphate buffered saline and stored at 4 °C until further processing by flow cytometry.

### RNA sequencing

RNA was extracted from one 4-mm punch biopsy specimen for bulk RNA sequencing with the Qiagen Allprep DNA/RNA mini kit. The Agilent 2100 bioanalyzer was used to perform quality control and identify samples with a high proportion of minimally degraded mRNA (defined as an RNA integrity number >7.500 pg). Samples that passed quality control underwent library preparation using the Ovation RNA-Seq System V2 protocol (Nugen) or the Ribozero (Illumina) kits. Paired-end sequencing with read length of 100 bp was conducted using the Illumina Hiseq platform.

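The values used here are the FPKM that the authors computed for 26199 genes in 28 libraries, 9 C, 8 CP, 8 SP and 3 HF. They come without read counts, so the depth behind each value is unknown and no counting error can be given. *RMRP* (chromosome 9, 35657751 to 35658014), a gene of GRCh37 (hg19) whose RNA has no poly(A) tail, was listed at 4.20 to 46.5 FPKM in 8 libraries and at 5244 to 23572 FPKM in the other 20. This division was noticed after the values had been seen. The 8 libraries are CP_5, CP_6, CP_7, CP_8, SP_6, SP_7, SP_8 and HF_3, and all 9 C libraries are among the 20. Of 19 other listed RNAs without a poly(A) tail (small RNAs such as *SCARNA2* and *RPPH1*, and histone mRNAs such as *HIST1H1C*), 16 were lower in each of the 8 libraries than in any of the 20. For comparison, 3250 of the 14179 genes tested (22.9%) separated the libraries in this way. The paper's text does not name the kit used for each library.

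**Figure D1:**
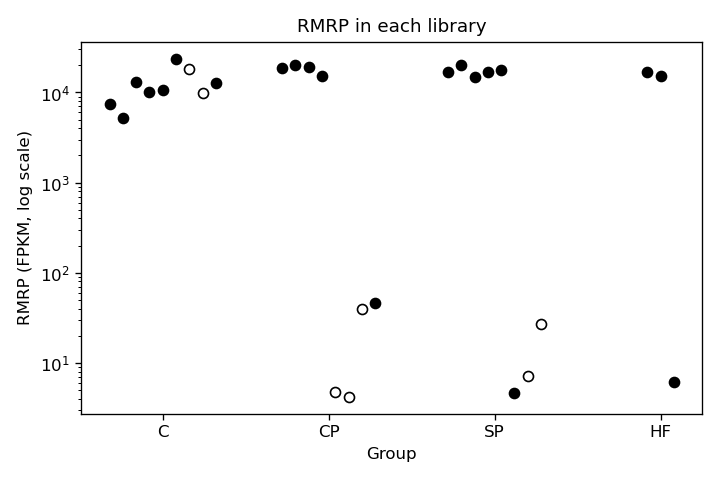
*RMRP* in each of the 28 libraries, in FPKM on a log axis, by group. Each circle is 1 library, and open circles are the 7 libraries that the authors removed. The 8 libraries at 4.20 to 46.5 FPKM lie apart from the other 20.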

#### Read alignment, quality control, and differential expression analysis

Read quality was checked using FastQC v. 0.11.4. Reads were aligned to the UCSC hg19 human reference genome using STAR v. 2.4.2^7^. Principal components analysis was performed to detect outliers and any batch effect (Fig. 1). 

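A principal components analysis of log2(FPKM + 0.5) over the 14179 genes with a mean of at least 0.5 FPKM was computed for all 28 libraries. The first component held 54.4% of the variance and the second 16.6%. The 8 libraries with low *RMRP* lay between 49.98 and 155 on the first component, and the other 20 lay between -65.3 and -14.2. Of the 8, CP_7, CP_8 and SP_8 lay between 49.98 and 59.3, and CP_5, CP_6, SP_6, SP_7 and HF_3 between 137 and 155.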

For the RNA-seq analysis only, we removed 2 healthy controls, 3 CP, and 2 SP samples due to sequencing batch effect. 

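The 7 removed samples are C43, C44, CP_5, CP_6, CP_7, SP_7 and SP_8, and all are in the table of FPKM. The sum of their FPKM over all genes was 232992 in C43, 213179 in C44, 81772 in CP_5, 83816 in CP_6, 164862 in CP_7, 81396 in SP_7 and 151425 in SP_8. For *RMRP* they had 18346 and 9799 FPKM in the C samples, 4.70, 4.20 and 40.0 FPKM in the CP samples, and 7.09 and 27.0 FPKM in the SP samples. Thus 5 of the 7 had low *RMRP*. Among the 21 samples kept, *RMRP* was also low in CP_8 (46.5 FPKM), SP_6 (4.67 FPKM) and HF_3 (6.18 FPKM). The total FPKM of the samples kept ran from 162610 to 244770 in C (median 195395), from 196285 to 347703 in CP (median 285837), from 98064 to 294827 in SP (median 258681) and from 114643 to 254022 in HF (median 246088). No value in the table is below 0, and the paper does not say whether it was made before or after the ComBat step. The paper used ComBat on the samples that remained, and the table also holds the 7 removed. That argues for values from before the step. No batch adjustment was made in the main fits here.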

The ComBat function in the sva package^8^ was implemented to adjust for residual sequencing batch effect of the remaining samples. The Cufflinks package v. 2.2.1^9^ was implemented to perform normalization and test for differential expression. 

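The authors' log2 fold changes in Supplementary Table 1 were set beside the log2 ratio of group mean FPKM over the same 21 samples. The copy of the supplement used here shows 1998 genes for CP vs C, 1998 for SP vs C and 1318 for HF vs C. Across the genes with a value in both, Pearson's r was 0.976 for CP vs C (1991 genes), 0.977 for SP vs C (1995 genes) and 0.982 for HF vs C (1318 genes). These correlations are across genes, which are not independent replicates. The median difference from the paper's log2 fold change was 0.03 for CP vs C, 0.02 for SP vs C and -0.42 for HF vs C. In HF vs C the ratios here thus lay mostly below the paper's values, which r does not show. Of the genes shown that were tested and are reported here, 99.7%, 99.9% and 99.9% changed in the direction that the paper gives. The limma fit used here called 990 (54.3%), 870 (47.9%) and 335 (26.4%) of them in that direction.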

BioVenn^10^ was implemented to create an intersectional plot of differentially expressed genes in each psoriasis subtype.

**Figure 1:**
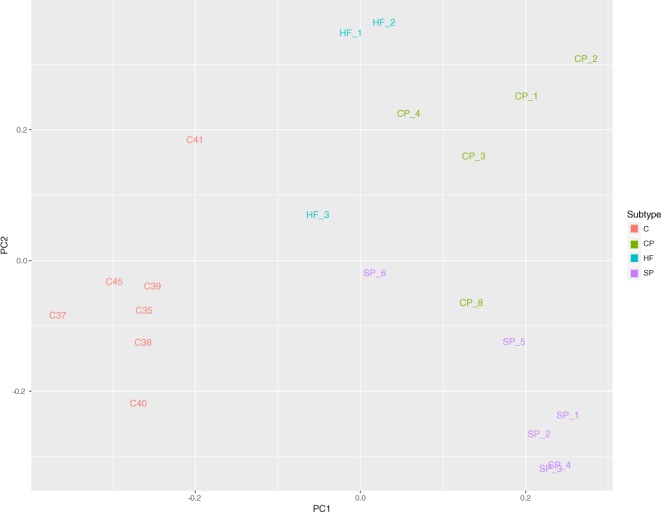
PCA plot of all samples, after detection and removal of outliers.

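Over the 21 samples kept, the first component of log2(FPKM + 0.5) held 44.2% of the variance and the second 24.3%. On the first component CP_8 was at 69.4, SP_6 at 171 and HF_3 at 160.2, and the other 18 samples were between -48.3 and 9.12. On the second component the 7 C samples were between 43.7 and 70.8, and no psoriasis sample was above 3.80.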

#### Network analysis

We performed further quality-control on the matrix of normalized expression values to remove any transcripts with either zero variance or a missing value prior to performing weighted gene coexpression network analysis (WGCNA)^11^. We implemented the WGCNA package to create a weighted adjacency matrix. The soft thresholding parameter, β, for the power function was set to 12 after a sensitivity analysis of scale-free topology was performed (Supplementary Fig. 1). This weighted adjacency matrix was used to generate a topological overlap matrix (TOM) and dendrogram. A dynamic hybrid branch cutting method was implemented on the resulting TOM-based dendrogram to identify modules. A cut height of 0.3 was set to merge module eigengenes (ME; first principal component of each network) that have a correlation of 0.7 or greater. We then estimated MEs, which are the first principal components for each gene expression module after a singular value decomposition is performed on the TOM. We calculated gene significance, defined as *GS*_*i*_ = |cor*(*x*_*i*_*, t*)|, where *x*_*i*_ is the *i-*th gene and *t* is the binary indicator variable for phenotype. We also calculated the ME significance, defined as *MES*_*i*_ = |correlation (*ME*_*j,t*_)|, where *ME*_*i*_ is the *j*-th ME. Module membership, MM, for the ith gene was defined as, MM = |correlation (*x*_*i*_, *ME*)|.

### Flow cytometry

One 4 mm skin punch biopsy was taken from each patient and immediately stored at 4 °C in a container with sterile gauze and PBS until it was ready to be processed. The tissue was trimmed to remove hair and subcutaneous adipose before being finely minced and mixed with digestion buffer composed of Collagenase Type IV (Worthington LS04188), DNAse (Sigma-Aldrich DN25-1G), 10% FBS, 1% HEPES, and 1% Penicillin/Streptavidin in RPMI 1640. After overnight incubation in 5% CO_2_, cell suspensions were harvested, filtered, centrifuged, and counted. Cells were then stimulated and incubated for 4 hours with Cell Stimulation Cocktail 500× (Tonbo biosciences; TNB-4975). Cells were stained with viability dye Ghost Dye^TM^ Violet 510 (Tonbo biosciences 130870) and the following antibodies: anti-hCD3 PerCP (Biolegend; SK7), anti-hIL-13 FITC (eBioscience; 85BRD), anti-hTNF-α PE-Cy7 (BD Pharmigen; MAb11), anti-hCD4 PE-Texas Red (Invitrogen; S3.5), anti-hIL-22 PE (R&D Systems; 142928), anti-hCD45 APC-eFluor 780 (eBioscience; 2D1), anti-hIFN-γ Alexa Fluor 700 (Biolegend; 4S.B3), anti-hIL-17A eFluor 660 (eBioscience; eBio64CAP17), anti-Foxp3 eFluor 450 (eBioscience; PCH101), and anti-hCD8a eVolve 605 (eBioscience; RPA-T8). We then performed multi-parameter flow cytometry to subset the leukocyte population into defined T cell populations (CD4+ T effectors, CD8+ T cells, and CD4+ Foxp3+ Tregs) based on cell surface and intracellular differentiation/activation markers and quantified the cytokines produced by each cell type. Data was acquired using the LSR Fortessa (BD Biosciences) flow cytometer and results were analyzed using FlowJo software platform (Tree Star Inc.) (Supplementary Fig. 2).

### Statistical analysis

Cytokine and chemokine levels were compared with the Mann-Whitney U test in GraphPad Prism 7.

### Data Availability Statement

RNA-seq data generated from this study has been deposited in Gene Expression Omnibus and are accessible through GEO Series accession number GSE117405 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117405).

## Results

### Patient demographics

A summary of patient demographic characteristics is provided in Table 1. Age, psoriasis age of onset, and body mass index (BMI) were comparable among subjects with conventional psoriasis, scalp psoriasis, and healthy controls. For gender, the control group had a higher proportion of female subjects compared to the conventional plaque group. The palmoplantar psoriasis group was not included in the statistical analyses of demographic features due to small sample size.

**Table 1:** Summary of patient demographic characteristics.

	Conventional Psoriasis (CP)	Scalp psoriasis (SP)	Palmoplantar psoriasis (HF)	Controls (C)	P-value
Age (Mean, Range)	51.5 (35–74)	59 (32–72)	49 (33–65)	42 (20–73)	CP vs SP: p = 0.528
					CP vs C: p = 0.311
					SP vs C: p = 0.122
Gender (F:M)	1:7	4:4	2:0	7:2	CP vs SP: p = 0.282
					CP vs C: p = 0.015*
					SP vs. C: p = 0.335
Age of onset (Mean, Range)	30.5 (1–62)	38.5 (3–58)	38.5 (28–49)	N/A	CP vs SP: p = 0.563
Duration of disease (Mean, Range)	25.2 (8–60)	18.1 (3–56)	10.5 (5–16)	N/A	CP vs SP: p = 0.316
BMI (Mean, Range)	26.7 (24.3–37.2)	25.7 (18.6–27.6)	31.3 (22.7–39.9)	N/A	CP vs SP: P = 0.195

Unadjusted p-values are derived from pair-wise comparisons of psoriasis subtypes by the Mann-Whitney U test for continuous variables and Fisher’s exact test for categorical variables. The palmoplantar psoriasis group was not included in the statistical analyses due to small sample size. *p ≤ 0.05.

### RNA sequencing

#### Differential expression analysis reveals core set of shared genes involved in conventional, scalp, and palmoplantar psoriasis

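RNA from lesional skin of 5 CP, 6 SP and 3 HF patients was compared with RNA from normal skin of 7 C subjects, in FPKM as the authors computed them with Cufflinks. The 21 samples are C35, C37, C38, C39, C40, C41 and C45, CP_1 to CP_4 and CP_8, SP_1 to SP_6, and HF_1 to HF_3. Each pair of groups was compared by limma on log2(FPKM + 0.5), with the variance trend and Benjamini-Hochberg adjustment, over the 14179 genes with a mean of at least 0.5 FPKM in these samples. A gene was called a DEG at an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05. These settings, the alternatives and the rule for which genes are named were chosen before the data were examined, apart from the alternatives said to be added later. Cufflinks' own test needs the reads, so it was not repeated. In simulated data with 200 genes changed by 3 on the log2 scale, the fit recovered 195 of them for CP vs C, 194 for SP vs C and 185 for HF vs C, with 2, 6 and 10 false calls. A change of 3 is far above the limit of 1, so these numbers do not tell how many smaller changes are missed.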

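limma called 1395 DEGs in CP vs C (946 higher and 449 lower), 1368 in SP vs C (717 higher and 651 lower) and 541 in HF vs C (238 higher and 303 lower). All values of one group lay above all values of the other for 926, 701 and 508 of these DEGs. Over all genes tested the groups did not overlap for 1925 (13.6%), 1235 (8.71%) and 1597 (11.3%), where random grouping would give 0.253%, 0.117% and 1.67%. The largest change in the number of DEGs came with the adjusted p alone, without the limit on fold change, for CP vs C (3988) and SP vs C (2708), and with HF_2 left out for HF vs C (1081). As a ratio, a mean of at least 5 FPKM changed SP vs C (651) and HF vs C (239) more. With all 28 libraries the counts were 1958, 1782 and 568. Among the 18 samples with high *RMRP*, an alternative added after the data had been seen, they were 1523, 1579 and 680.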

Differential expression analysis revealed 2297 differentially expressed (DE) genes (DEGs) in CP vs C, 2319 DEGs in SP vs C, and 1318 DEGs in HF vs C (|log_2_(FC)| ≥ 1 and q ≤ 0.05; Table 2, Supplementary Table 1). An intersection of all DEGs from CP vs C, SP vs C, and HF vs C revealed a core set of 763 DEGs common to each subtype of psoriasis (Fig. 2, Supplementary Table 2). 

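The DEGs called in all 3 comparisons numbered 305, of which 161 were higher and 144 lower in every subtype. There were 568 called in CP and SP but not in HF, 69 in CP and HF but not in SP, and 42 in SP and HF but not in CP. To see how far the shared C samples alone would produce an overlap, 50 sets of unchanged groups with the spread of the subtypes were simulated against the same C samples, with the error of the C mean included. Whole samples were drawn, which keeps the correlation between genes. None of these sets gave a gene called in all 3 comparisons. When as many of the top genes were taken as were called, the overlap of the 3 lists was 33.5 genes on average and 239 at most. With each gene drawn by itself it was 12.3 on average and 19 at most. The core set numbered 349 over all 28 libraries (140 higher and 209 lower). Among the samples with high *RMRP* it numbered 377 (301 higher and 76 lower). Of the 763 core genes in Supplementary Table 2, 739 were tested, and 730 changed in one direction in all 3 subtypes. Calls covered 468 of them in CP vs C, 455 in SP vs C and 252 in HF vs C, and 208 in all 3. With p adjusted over the list alone, a setting added after the results had been seen, 301 were higher and 187 lower in CP. The numbers were 245 and 258 in SP, and 190 and 277 in HF. The list was chosen by the study on these samples, so that is not independent evidence.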

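Genes of the core set found in earlier studies of psoriasis were listed here as follows, with positions on GRCh37 (hg19). *S100A7A* (chromosome 1, 153388996 to 153395698) rose from 0.155 ± 0.243 FPKM (SD, n = 7) in C to 194 ± 92.4 FPKM (SD, n = 5) in CP (log2 fold change 8.12, standard error 0.32, adjusted p = 3.00e-09), 196 ± 229 FPKM (SD, n = 6) in SP (log2 fold change 7.75, standard error 0.45, adjusted p = 5.49e-08) and 5.51 ± 4.07 FPKM (SD, n = 3) in HF (log2 fold change 2.99, standard error 0.42, adjusted p = 0.00328). *SERPINB4* (chromosome 18, 61304493 to 61311490) had a log2 fold change of 9.81 in CP, 9.34 in SP and 4.29 in HF, with standard errors of 0.47, 0.32 and 0.70. Corresponding values were 6.27, 5.09 and 5.83 for *C10orf99* (chromosome 10, 85933557 to 85945050), 3.83, 2.93 and 2.65 for *OASL* (chromosome 12, 121455566 to 121477049), and 5.47, 4.75 and 3.75 for *IL36G* (chromosome 2, 113730780 to 113743235). For near-identical paralogs, reads could have been divided between the members, so the split within a family is uncertain. *SPRR2A* (chromosome 1, 153028596 to 153029988) and *SPRR2B* (chromosome 1, 153042702 to 153044087) had log2 fold changes of 9.50 and 8.69 in CP, 8.37 and 7.07 in SP, and 4.91 and 4.78 in HF. *LCE3D* (chromosome 1, 152551857 to 152552992) and *LCE3E* (chromosome 1, 152538130 to 152539256) changed by 6.69 and 6.77 in CP, 5.12 and 5.20 in SP, and 5.94 and 5.93 in HF. *KRT6A* (chromosome 12, 52880960 to 52887041), *KRT6B* (chromosome 12, 52840435 to 52845930) and *KRT6C* (chromosome 12, 52862300 to 52867589) rose by 6.32, 4.56 and 5.65 on the log2 scale in CP, by 6.32, 5.37 and 6.17 in SP, and by 5.85, 4.60 and 6.61 in HF. *S100A9* (chromosome 1, 153330330 to 153333499) went from 21.8 ± 16.5 FPKM (SD, n = 7) in C to 839 ± 859.8 FPKM (SD, n = 3) in HF (log2 fold change 4.63, standard error 1.08, adjusted p = 0.0362), and its log2 fold change was 8.99 in CP and 7.94 in SP. All of these genes were called higher in the 3 subtypes. In HF vs C the call of *S100A9* was lost in 8 of the 10 fits that each left out 1 sample and that of *KRT6B* in 5 of 10, and over all 28 libraries neither was called (4.06, adjusted p = 0.0556 and 4.63, adjusted p = 0.0542).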

Top DEGs from this core set include genes such as *S100A7A*, *SPRR2A/B*, *SERPINB4*, *S100A9*, *KRT6*, *C10orf99*, *LCE3D/E*, *IL36G*, and *OASL*, which have been found to be DE in previous studies of CP^12,13^, SP^14^, and HF^15^. A heatmap of this core set of DEGs reveals a clear distinction between psoriasis and healthy control samples (Fig. 3). 

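Samples were clustered by average linkage on log2(FPKM + 0.5) of the 763 listed core genes, scaled per gene, a method chosen here because the paper's text does not name one. The first split of the tree put all 7 C samples in one branch and all 14 psoriasis samples in the other. Complete linkage and FPKM without the log gave the same split, and with all 28 libraries, a setting added after the data had been seen, the 9 C samples again formed a branch of their own. The genes were selected by the study for a difference between these groups.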

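For 9 of the 14 psoriasis samples the nearest other psoriasis sample over the core genes was of the same subtype, where permuted subtypes gave 4.31 on average (permutation test with 100000 permutations, one-sided p = 0.0233). The exceptions were CP_8 (nearest SP_1), HF_1 (nearest CP_4), HF_2 (nearest SP_2), and SP_6 and HF_3, which were nearest to each other and both have low *RMRP*. Of the 19 psoriasis samples among all 28 libraries, it was 12. The subtypes were also tested against each other over all genes. SP vs CP gave 7 DEGs (906 genes at an unadjusted p under 0.05), HF vs CP gave 33 (845) and HF vs SP gave 35 (876). Values of the 2 groups did not overlap in 190 genes for SP vs CP (1.34%, with 0.433% by chance), 724 for HF vs CP (5.11%, with 3.57%) and 511 for HF vs SP (3.60%, with 2.38%). Within the samples with high *RMRP* the 3 counts of DEGs were 248, 47 and 449, and over all 28 libraries they were 7, 4 and 51. For SP vs CP, 4 genes were called both over the 21 samples and over all 28 libraries.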

Interestingly, this core set of genes also results in differential clustering of psoriasis subtypes, suggesting that these core genes may have different expression levels among psoriasis subtypes. Top Ingenuity Pathway Analysis (IPA; www.qiagen.com) canonical pathways enriched for with the core DEGs include “Endothelin-1 Signaling”, “p38 MAPK Signaling”, “MIF Regulation of Innate Immunity”, and “Atherosclerosis Signaling” (−log (p-value) ≥ 1.3; Fig. 4A, Supplementary Table 3).

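Enrichment by IPA was not repeated, since it draws on a licensed database. The direction of the molecules that Supplementary Table 3 lists for 4 of the core pathways was read from the fits instead. Of the 20 listed for Endothelin-1 Signaling, 7 were higher and 13 lower than in C in each subtype, with 6 called higher and 9 called lower in CP, 7 called higher and 10 called lower in SP and 3 called higher and 9 called lower in HF. For p38 MAPK Signaling 14 of the 15 listed molecules were tested. There were 8 called higher and 3 called lower in CP, 8 called higher and 3 called lower in SP and 3 called higher and 3 called lower in HF. MIF Regulation of Innate Immunity had 8 molecules, with 4 called higher and 2 called lower in CP, 5 called higher and 2 called lower in SP and 1 called higher and 2 called lower in HF. Atherosclerosis Signaling had 14 molecules, with 10 called higher and 2 called lower in CP, 10 called higher and 2 called lower in SP and 5 called higher and 1 called lower in HF. The study picked these molecules from the same samples. The 4 lists overlap, so their directions are not separate results. *PLA2G3*, *PLA2G2A*, *PLA2G4E*, *PLA2G4D* and *PLA2G2F* are in all 4. The 2 called lower for MIF Regulation of Innate Immunity were *FOS* and *JUN* in each subtype, and both are also listed for Endothelin-1 Signaling. *FOS* is an immediate early gene, and handling of the control skin might also raise such genes in C.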

**Table 2. Number of differentially expressed genes (DEGs) in CP vs C, SP vs C, and HF vs C.** *|log_2_(FC)| ≥ 1 and q ≤ 0.05.

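The share of DEGs that were higher depended on how the libraries were scaled and on which of them were used. Scaled to one 75th percentile, the libraries gave 714 higher and 677 lower DEGs in CP vs C, 768 and 812 in SP vs C, and 429 and 517 in HF vs C. With quantile normalization they gave 749 and 557, 797 and 767, and 487 and 317. Over all 28 libraries the split was 474 and 1484 in CP vs C, 580 and 1202 in SP vs C, and 39.1% of the 568 DEGs in HF vs C were higher. Among the samples with high *RMRP*, a setting added after the data had been seen, it was 1170 and 353 in CP vs C, 1112 and 467 in SP vs C, and 526 and 154 in HF vs C. Without HF_2 it was 225 and 856 in HF vs C. The median log2 fold change over all genes tested was 0.01 for CP vs C, -0.10 for SP vs C and -0.31 for HF vs C, and for HF vs C it moved to -0.16 with 75th percentile scaling and -0.01 with quantile normalization.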

Comparison (A vs B)	Number DEGs*	Up-regulated in A	Down-regulated in A
CP vs C	2319	1119	1200
SP vs C	2297	1128	1169
HF vs C	1318	774	544

**Figure 2:**
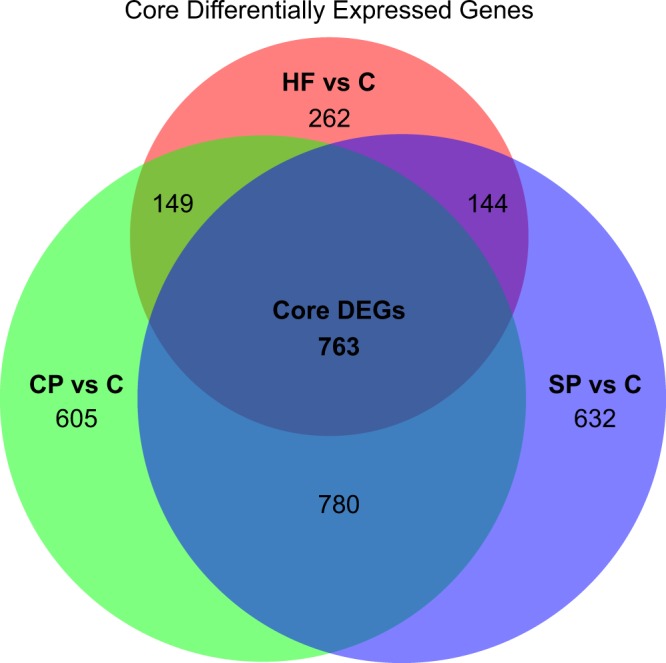
Venn diagram showing the number of core DEGs, which are the intersection of DEGs between HF vs C, CP vs C, and SP vs C. Circles are sized according to the number of DEGs in each test and the size of the intersections are sized according to the number of intersections between each test.

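Between the comparisons, 873 DEGs were shared by CP vs C and SP vs C, all in the same direction. In the 50 sets of simulated unchanged groups, drawn as whole samples, lists of the top genes of those lengths shared 303.4 genes on average and 646 at most. The same sign was found in 90.2% of them on average, and in 12 sets in all of them. Across the genes tested, Pearson's r between log2 fold changes was 0.855 for CP and SP, 0.757 for CP and HF, and 0.673 for SP and HF. The simulated unchanged groups had 0.413, 0.334 and 0.324 on average and 0.749, 0.839 and 0.817 at most, and r was as large as the observed one in 0, 2 and 9 of the 50 sets. With each gene drawn by itself, 216.9 genes were shared on average, with the same sign in 82.4%, and r was 0.272, 0.170 and 0.146 on average. These correlations too are across genes, which are not independent replicates.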

**Figure 3:**
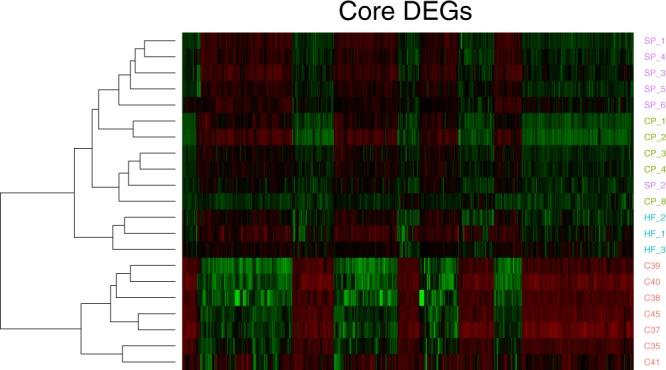
A heatmap of the gene expression of the core 763 DEGs, showing clear separation between all subtypes of psoriasis and healthy controls and clustering of subtypes of psoriasis.

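The genes that differed most between subtypes themselves were tested in the direct comparisons, with positions on GRCh37 (hg19). In SP vs CP, *SPRR4* (chromosome 1, 152943124 to 152945050) had a log2 fold change of 4.00 (standard error 0.55, adjusted p = 0.0411), *CYP1B1* (chromosome 2, 38294116 to 38337044) of 1.97 (standard error 0.27, adjusted p = 0.0411) and *RASEF* (chromosome 9, 85594505 to 85678092) of 1.19 (standard error 0.18, adjusted p = 0.0463). *HOXA9* (chromosome 7, 27202057 to 27214799) was at -1.50 (standard error 0.22, adjusted p = 0.0411), *HOXA10* (chromosome 7, 27210224 to 27219880) at -1.44 (standard error 0.20, adjusted p = 0.0411) and *HOXB7* (chromosome 17, 46684594 to 46710934) at -1.43 (standard error 0.20, adjusted p = 0.0411). These 6 calls each were lost in at least 9 of the 11 fits that left out 1 sample. They held without SP_6, where SP vs CP had 215 DEGs. Against CP, HF was higher in *SPINK9* (chromosome 5, 147700766 to 147719415) by 5.67 (standard error 0.58, adjusted p = 0.00810) and in *SPINK7* (chromosome 5, 147691982 to 147695485) by 4.96 (standard error 0.39, adjusted p = 0.00349), and lower in *KLK6* (chromosome 19, 51461887 to 51472929) by a log2 fold change of -5.79 (standard error 0.85, adjusted p = 0.0430). Against SP, the differences in HF were 5.80 (standard error 0.53, adjusted p = 0.00293) for *SPINK9*, -7.20 (standard error 0.53, adjusted p = 0.00101) for *SPRR4*, -6.21 (standard error 0.37, adjusted p = 3.03e-04) for *KLK6* and -5.08 (standard error 0.69, adjusted p = 0.0228) for *ATP12A* (chromosome 13, 25254546 to 25286610). *KLK6* was listed at 88.3 ± 85.1 FPKM (SD, n = 5) in CP, 79.5 ± 20.8 FPKM (SD, n = 6) in SP and 0.629 ± 0.538 FPKM (SD, n = 3) in HF, and *SPINK9* at 0.0653 ± 0.0984 FPKM (SD, n = 5), 0.0132 ± 0.0324 FPKM (SD, n = 6) and 37.8 ± 27.9 FPKM (SD, n = 3). The call of *SPINK9* in HF vs CP was lost without HF_2, that of *KLK6* in HF vs CP held in 1 of 8 fits, and that of *ATP12A* in HF vs SP held in 2 of 9. One gene chosen by the rule is not reported. From the genes shared by its 3 comparisons with C and those specific to each, the paper concludes that the subtypes have a common core of DEGs together with distinct genes and pathways.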

**Figure 4:**
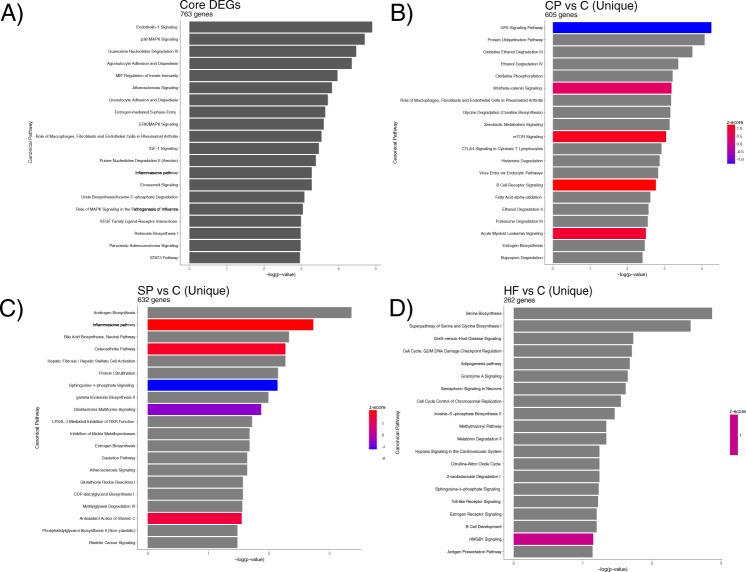
Barplots of Ingenuity Pathway Analysis canonical pathways enriched for in the Core DEGs (**A**), CP vs C (**B**), SP vs C (**C**), HF vs C (**D**).

#### Conventional psoriasis transcriptome

Top up-regulated DEGs in CP vs C include previously identified psoriasis-associated genes such as *IL36A/G*, *SPRR2A/B/F*, *SERPINB4*, *S100A7A*, *S100A9*, and *IL17F* while top down-regulated DEGs include *SERTM1*, *IL6*, and *ADAMTS16* (Supplementary Table 1). 

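Over the 21 samples, with positions on GRCh37 (hg19), *IL36A* (chromosome 2, 113763036 to 113765621) was listed at 0 FPKM in each of 7 libraries of C and at 40.8 ± 33.4 FPKM (SD, n = 5) in CP, so no fold is given (adjusted p = 4.40e-07). In the removed samples it had 0 and 0.143 FPKM in C43 and C44, 3.57, 0.488 and 16.7 FPKM in CP_5, CP_6 and CP_7, and 2.12 and 5.78 FPKM in SP_7 and SP_8. *SPRR2F* (chromosome 1, 153084597 to 153085992), whose reads could be shared with *SPRR2A* and *SPRR2B*, went from 0.153 ± 0.152 FPKM (SD, n = 7) to 475 ± 329 FPKM (SD, n = 5) (log2 fold change 9.29, standard error 0.33, adjusted p = 2.17e-09). *IL17F* (chromosome 6, 52101479 to 52110487) was at 0 FPKM in each of 7 libraries of C and 0.864 ± 0.637 FPKM (SD, n = 5) in CP, and its mean over the 21 samples was too low to be tested. Without the filter its adjusted p was 0.00305. *IL6* (chromosome 7, 22765503 to 22771621) fell from 7.23 ± 9.43 FPKM (SD, n = 7) to 0.314 ± 0.117 FPKM (SD, n = 5) (log2 fold change -2.25, standard error 0.75, adjusted p = 0.0397). That call was lost in 8 of the 12 fits that left out 1 sample and among the samples with high *RMRP* (-2.29, adjusted p = 0.0510), and over all 28 libraries it held (-3.12, adjusted p = 0.00446). *SERTM1* (chromosome 13, 37248157 to 37271976) and *ADAMTS16* (chromosome 5, 5140443 to 5320417) had 1.28 ± 1.61 FPKM (SD, n = 7) and 0.139 ± 0.147 FPKM (SD, n = 7) in C and 0.0222 ± 0.0140 FPKM (SD, n = 5) and 0.0134 ± 0.0117 FPKM (SD, n = 5) in CP, and were below the filter. Without it, their values were log2 fold change -1.29, standard error 0.51, adjusted p = 0.0989, and log2 fold change -0.29, standard error 0.12, adjusted p = 0.127, neither of them a call. By size of change among the DEGs without overlap, the top genes here were *DEFB4A* (chromosome 8, 7752199 to 7754238) and *DEFB4B* (chromosome 8, 7272377 to 7274385), near-identical paralogs with log2 fold changes of 10.37 and 9.90, and *S100A8* (chromosome 1, 153362508 to 153363549) at 9.82. The largest decreases were in *FOS* (chromosome 14, 75745529 to 75748933), from 481 ± 295 FPKM (SD, n = 7) to 13.8 ± 18.9 FPKM (SD, n = 5) (log2 fold change -5.70), *KRT77* (chromosome 12, 53083410 to 53097308) (-4.25) and *RNVU1-19* (chromosome 1, 149514090 to 149514256) (-4.20).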

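Of the DEGs in CP vs C, 453 were called in that comparison alone. Leaving out 1 sample at a time gave 307 (without CP_2) to 661 (without CP_8) of these. A call in one comparison and not in another is no test of the difference between the subtypes, which the direct comparisons give.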

Amongst the 2297 DEGs in CP vs C, 605 DEGs were exclusive to CP vs C (Supplementary Table 4). 

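Among genes higher in CP, with positions on GRCh37 (hg19), *SST* (chromosome 3, 187386700 to 187388182) was listed at 0 FPKM in each of 7 libraries of C and 0.397 ± 0.553 FPKM (SD, n = 5) in CP, below the filter, and without the filter it was not called (adjusted p = 0.0659). *TTTY14* and *PRKY* had log2 fold changes of 1.96 (standard error 0.38, adjusted p = 0.00225) and 1.77 (standard error 0.30, adjusted p = 0.00102). Both lie on the Y chromosome, so they are given as group results only. *IL20* (chromosome 1, 207038968 to 207042568) rose from 0.171 ± 0.215 FPKM (SD, n = 7) to 1.72 ± 1.51 FPKM (SD, n = 5) (log2 fold change 1.46, standard error 0.41, adjusted p = 0.0181), a call that was lost without CP_2 (log2 fold change 1.31). *KRT33A* (chromosome 17, 39502344 to 39507080) was higher in CP (log2 fold change 2.02, standard error 0.47, adjusted p = 0.00637) and in SP (log2 fold change 5.58, standard error 0.94, adjusted p = 0.00107). *HOXD11* (chromosome 2, 176968944 to 176974482) had 0.0683 ± 0.0439 FPKM (SD, n = 7) in C and 0.559 ± 0.267 FPKM (SD, n = 5) in CP and was below the filter (log2 fold change 0.86, standard error 0.14, adjusted p = 0.00176 without it). Lower in CP were *MATN4* (chromosome 20, 43922085 to 43937169), from 4.13 ± 4.64 FPKM (SD, n = 7) to 0.207 ± 0.143 FPKM (SD, n = 5) (log2 fold change -2.17, standard error 0.56, adjusted p = 0.0118), and *HAS1* (chromosome 19, 52216365 to 52227244), from 1.86 ± 1.17 FPKM (SD, n = 7) to 0.207 ± 0.160 FPKM (SD, n = 5) (log2 fold change -1.62, standard error 0.30, adjusted p = 0.00174). *MATN4* was also called lower in SP (-2.08), and *HAS1* in SP (-1.88) and HF (-1.76). The HF call of *HAS1* was lost in 5 of 10 fits that left out 1 sample.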

Amongst these CP vs C exclusive genes, top up-regulated genes include *SST*, *TTTY14*, *PRKY*, *IL20*, *KRT33A*, and *HOXD11* while top down-regulated genes include *SERTM1*, *ADAMTS16*, *MATN4*, and *HAS1*. IPA canonical pathways enriched for amongst these CP vs C exclusive DEGs include “GP6 Signaling Pathway”, “Wnt/Β-catenin Signaling”, “mTOR Signaling”, and “B Cell Receptor Signaling” (−log (p-value ≥ 1.3; Fig. 4B, Supplementary Table 3).

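In CP vs C, for the molecules of GP6 Signaling Pathway in Supplementary Table 3, 4 of 13 tested molecules were higher and 9 lower, with 4 and 4 called. For Wnt/β-catenin Signaling 3 of 10 tested molecules were higher and 7 lower, with 0 and 2 called. For mTOR Signaling 10 of 14 tested molecules were higher and 4 lower, with 6 and 1 called. Of those 6, the Y-linked gene *RPS4Y1* had the largest log2 fold change (5.85). The paper reports a higher proportion of women in its control group than in its CP group. For B Cell Receptor Signaling 7 of 13 tested molecules were higher and 6 lower, with 3 and 3 called.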

#### Scalp psoriasis transcriptome

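Of the 1368 DEGs in SP vs C, 873 (63.8%) were also called in CP vs C. Genes named by the paper for CP had these values in SP, with positions on GRCh37 (hg19). *IL17D* (chromosome 13, 21276266 to 21297237) fell from 2.65 ± 2.00 FPKM (SD, n = 7) to 0.587 ± 0.272 FPKM (SD, n = 6) (log2 fold change -1.32, standard error 0.40, adjusted p = 0.0331), and *IL17RE* (chromosome 3, 9944296 to 9958086) from 4.61 ± 1.44 FPKM (SD, n = 7) to 1.99 ± 0.972 FPKM (SD, n = 6) (log2 fold change -1.16, standard error 0.35, adjusted p = 0.0334). Each of these calls was lost in 6 of the 13 fits that left out 1 sample, for *IL17RE* also without SP_6, at -0.80, and held over all 28 libraries. *IL17RD* (chromosome 3, 57124010 to 57204334) was below the limit of fold change (log2 fold change -0.87, standard error 0.19, adjusted p = 0.00559). *IL17F* was listed at 0.550 ± 0.467 FPKM (SD, n = 6) in SP. *IL36A* had 12.7 ± 4.99 FPKM (SD, n = 6) in SP (adjusted p = 1.31e-08). The largest decreases included *SYT8* (chromosome 11, 1849537 to 1858751), from 15.7 ± 6.94 FPKM (SD, n = 7) to 0.298 ± 0.250 FPKM (SD, n = 6) (log2 fold change -4.27, standard error 0.32, adjusted p = 9.78e-07), *KRT77* (-4.48) and *FOS* (-6.13). *DEFB4A* and *S100A8* rose by 9.19 and 8.96 on the log2 scale.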

In SP vs C, a majority (1543/2319 or 67%) of the DEGs were also differentially expressed in CP vs C, including known CP signature genes such as *S100A7A*, *SPRR2B*, *IL36A/G*, *IL17D/F/RD/RE* and *SERPINB4*. Keratin (*KRT*-) and keratin-associated protein (*KRTAP*-) family genes were also highly expressed in SP and in many cases, DE between SP and C, much more so than in CP or HF. 

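Tested genes numbered 50 for *KRT* and 65 for *KRTAP*. In SP vs C, 30 *KRT* genes were called higher and 2 lower, and all 65 *KRTAP* genes higher, with median log2 fold changes of 2.89 and 4.07. CP vs C had 21 *KRT* genes higher and 2 lower and 39 *KRTAP* genes higher (medians 1.04 and 1.502). In HF vs C, 8 *KRT* genes were higher and 3 lower, and 0 *KRTAP* genes were called, with 0 at an unadjusted p under 0.05. Counts with p adjusted over the list alone were added after the results had been seen. They gave 31, 26 and 10 *KRT* genes higher in SP, CP and HF, and 65, 43 and 0 *KRTAP* genes. Reads of these near-identical paralogs could have been divided between them, so the values of single genes are uncertain. The *KRTAP* median in SP vs C stayed between 3.53 and 4.90 with 75th percentile scaling, quantile normalization, all 28 libraries and the samples with high *RMRP*. In HF vs C the 2 medians were -0.09 and -0.08, and the *KRT* median turned positive with 75th percentile scaling (0.02) and quantile normalization (0.08). Directly, SP vs CP had 0 of these genes called, with 71 higher at an unadjusted p under 0.05 and median log2 fold changes of 0.68 and 2.65. Adjusted over the list alone, 38 *KRTAP* genes were higher in SP than in CP. Within the samples with high *RMRP*, 24 *KRT* and 62 *KRTAP* genes were called higher in SP than in CP. With the division by *RMRP* as a covariate over all 28 libraries, 0 and 1 were. There, 86 of these genes were higher at an unadjusted p under 0.05. Both settings were added after the data had been seen. Among the libraries with low *RMRP* (3 SP and 4 CP, of which 5 were removed by the authors) the *KRTAP* median was 0.29. The sum of the 65 *KRTAP* genes was 5.16 ± 7.45 FPKM (SD, n = 7) in C, 196 ± 227 FPKM (SD, n = 5) in CP, 2474 ± 1781 FPKM (SD, n = 6) in SP and 1.06 ± 0.355 FPKM (SD, n = 3) in HF. SP_6 had 10.3 FPKM and CP_8 had 590.4 FPKM. The samples that the authors removed for sequencing batch effect had 1.00 FPKM (C43), 285 FPKM (C44), 1.03 FPKM (CP_5), 145 FPKM (CP_6), 88.9 FPKM (CP_7), 81.6 FPKM (SP_7) and 1498 FPKM (SP_8).

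**Figure D2:**
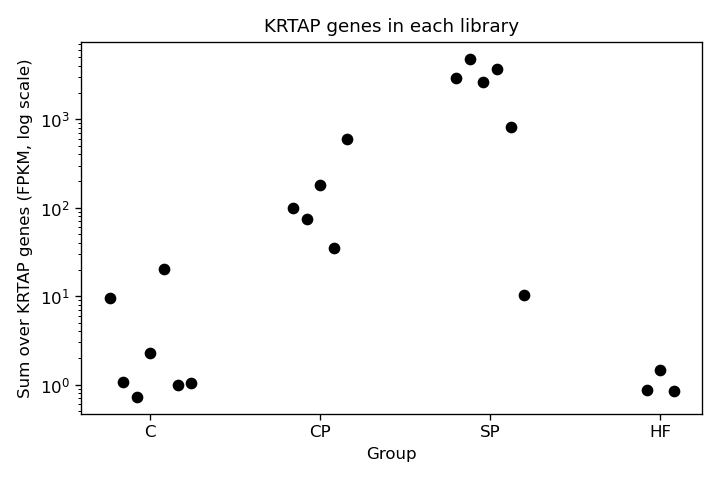
Sum of the 65 *KRTAP* genes in each of the 21 samples, in FPKM on a log axis, by group. Each circle is 1 sample. SP has a mean of 2474 FPKM, with SP_6 at 10.3 FPKM, and HF a mean of 1.06 FPKM.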

While these *KRT-* and *KRTAP-* genes are likely to be highly important in the normal development of hair follicles and hair, results from a previous study of SP by Ruano *et al*.^14^ that compared lesional scalp tissue to normal scalp tissue did not find evidence that keratin or keratin-associated protein genes are DE. Nevertheless, 197/1128 of the up-regulated genes in SP were also up-regulated in SP skin in Ruano *et al*.^14^. 

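In SP vs C, 453 DEGs were called in that comparison alone. Genes named by the paper had these values, with positions on GRCh37 (hg19). *FAM26D* (chromosome 6, 116850176 to 116882290) rose from 0.00427 ± 0.0113 FPKM (SD, n = 7) to 3.68 ± 3.05 FPKM (SD, n = 6) (log2 fold change 2.57, standard error 0.50, adjusted p = 0.00270) and *CBLN2* (chromosome 18, 70203915 to 70305756) from 0.0391 ± 0.0302 FPKM (SD, n = 7) to 4.91 ± 4.14 FPKM (SD, n = 6) (log2 fold change 2.79, standard error 0.53, adjusted p = 0.00239). *LCE3C* (chromosome 1, 152572710 to 152573562) was at 0.0648 ± 0.172 FPKM (SD, n = 7) in C, 8.32 ± 12.5 FPKM (SD, n = 6) in SP and 57.9 ± 54.9 FPKM (SD, n = 5) in CP, and was called in CP (log2 fold change 5.40, standard error 1.04, adjusted p = 0.00221) but not in SP (log2 fold change 2.20, standard error 0.88, adjusted p = 0.0982). *AGR3* (chromosome 7, 16899036 to 16921611) fell from 2.60 ± 3.22 FPKM (SD, n = 7) to 0.01004 ± 0.0246 FPKM (SD, n = 6) in SP (log2 fold change -2.03, standard error 0.51, adjusted p = 0.0127), and was listed at 0 FPKM in each CP sample, where it was called lower too (adjusted p = 0.0135). *HOXA10* (chromosome 7, 27210224 to 27219880) fell from 1.81 ± 0.622 FPKM (SD, n = 7) to 0.115 ± 0.108 FPKM (SD, n = 6) (log2 fold change -1.87, standard error 0.21, adjusted p = 3.46e-05) and was not called in CP or HF. *TBX5* (chromosome 12, 114791716 to 114846247) had 0.954 ± 0.361 FPKM (SD, n = 7) in C and 0.00611 ± 0.00495 FPKM (SD, n = 6) in SP, below the filter (log2 fold change -1.48, standard error 0.16, adjusted p = 6.00e-05 without it).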

632 of the DEGs were exclusive to SP vs C and included top up-regulated genes *LCE3C*, *FAM26D*, and *CBLN2* while top down-regulated genes included *AGR3*, *TBX5*, and *HOXA10* (Supplementary Table 4). Top IPA canonical pathways enriched for in DEGs unique to SP include “Androgen Biosynthesis”, “Inflammasome Pathway”, and “Osteoarthritis Pathway” (−log (p-value) ≥ 1.3; Fig. 4B, Supplementary Table 3).

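In SP vs C, for the molecules listed under Androgen Biosynthesis 1 of 4 tested molecules were higher and 3 lower, with 0 and 0 called. At an unadjusted p under 0.05 there were 3. For Inflammasome Pathway 3 of 4 tested molecules were higher and 1 lower, with 1 and 1 called, and for Osteoarthritis Pathway 6 of 13 tested molecules were higher and 7 lower, with 2 and 4 called.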

#### Palmoplantar psoriasis transcriptome

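The Euclidean distance of each group's mean from that of C, on log2(FPKM + 0.5) over the 14179 genes, was 94.0 for CP, 100.9 for SP and 91.8 for HF. Single samples of a subtype differed in this distance with an SD of 22.6, 37.7 and 58.0, more than the groups did. HF was the nearest over the 763 listed core genes (50.6, 48.5 and 47.3), and CP with a pseudocount of 0.1 (112.7, 123.9 and 114.6). Leaving out 1 sample was not set beforehand for distances. CP was the nearest without C37, CP_2, HF_1 or HF_2 and HF in the other 17 fits, and HF was at 108.7 without HF_1, 115.5 without HF_2 and 81.0 without HF_3. In other settings added after the data had been seen, the distances were 86.8, 91.2 and 60.8 with the part expected from the spread within groups removed, 103.5, 105.6 and 97.0 over all 28 libraries, and 96.02, 105.5 and 81.0 among the samples with high *RMRP*. To see what 3 samples give, CP vs C and SP vs C were refitted with each subset of 3 samples of the subtype. The median over the 10 subsets of CP was 1384 DEGs (925 to 1759) and over the 20 of SP 1379 (588 to 1628).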

Relative to SP and CP, HF was transcriptomically closest to C and nearly 60% of the 1318 DEGs in HF vs C are members of the core set of DEGs common to all subtypes of psoriasis. In contrast, only about 33% of the DEGs in CP vs C and SP vs C are members of the psoriasis core DEG set. 

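Core DEGs were called by limma over the 21 samples. They made up 56.4% of the DEGs in HF vs C, 21.9% in CP vs C and 22.3% in SP vs C. These shares depended on single samples. In the same order they were 31.5%, 24.4% and 24.9% without HF_2, and 64.6%, 14.0% and 15.6% without C45. With the adjusted p alone they were 71.7%, 11.8% and 17.4%. With 75th percentile scaling the core set numbered 481, and with quantile normalization 462.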

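In HF vs C, 125 DEGs were called in that comparison alone, and 42 (without C45) to 555 (without HF_2) when 1 sample was left out. Genes named by the paper or largest in change had these values, with positions on GRCh37 (hg19). *S100A7* (chromosome 1, 153430220 to 153433127), whose reads could be shared with *S100A7A*, had 24.1 ± 11.2 FPKM (SD, n = 7) in C and 1113 ± 547 FPKM (SD, n = 3) in HF (log2 fold change 5.49, standard error 0.50, adjusted p = 2.87e-04), and was called higher in CP (8.64) and SP (7.62) too. *SERPINB3* (chromosome 18, 61322431 to 61329127), a near-identical paralog of *SERPINB4*, had 99.9 ± 50.8 FPKM (SD, n = 3) in HF (log2 fold change 4.87, standard error 0.64, adjusted p = 0.00249) and was also called in CP (7.74) and SP (7.31). *NEFL* (chromosome 8, 24808468 to 24814235) was at 0.0962 ± 0.0867 FPKM (SD, n = 7) in C and 1.72 ± 1.15 FPKM (SD, n = 3) in HF, below the filter (log2 fold change 1.72, standard error 0.32, adjusted p = 0.0226 without it). *KRT25* (chromosome 17, 38904273 to 38911583) had 6.03 ± 13.5 FPKM (SD, n = 7) in C and 0.310 ± 0.373 FPKM (SD, n = 3) in HF and *TCHH* (chromosome 1, 152078793 to 152087920) had 1.38 ± 2.64 FPKM (SD, n = 7) and 0.210 ± 0.132 FPKM (SD, n = 3). Neither was called (log2 fold change -1.02, standard error 1.21, adjusted p = 0.596, and log2 fold change -0.59, standard error 0.76, adjusted p = 0.627). *CDH22* (chromosome 20, 44802378 to 44937137) fell from 0.694 ± 0.372 FPKM (SD, n = 7) to 0.0660 ± 0.0653 FPKM (SD, n = 3), below the filter (log2 fold change -1.02, standard error 0.27, adjusted p = 0.0803 without it). *HRNR* (chromosome 1, 152184552 to 152196669) rose from 0.460 ± 0.197 FPKM (SD, n = 7) to 200.3 ± 169 FPKM (SD, n = 3) (log2 fold change 6.65, standard error 0.85, adjusted p = 0.00207). *CCL27* (chromosome 9, 34661877 to 34664045) and *FOSB* (chromosome 19, 45971253 to 45978437) fell, with log2 fold changes of -4.99 and -4.95. *CCL27* was not called in HF over all 28 libraries (-3.96, adjusted p = 0.0828).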

Of the 1318 DEGs, 262 were unique to HF vs C with top up-regulated genes including *S100A7*, *NEFL*, and *SERPINB3* while top down-regulated genes included *KRT25*, *TCHH*, and *CDH22* (Supplementary Table 4). 

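Of the molecules that Supplementary Table 3 lists for HF vs C and that were tested, 2 of 2 were higher and 0 lower for Serine Biosynthesis, 1 of 3 were higher and 2 lower for Graft-versus-Host Disease Signaling and 2 of 3 were higher and 1 lower for Semaphorin Signaling in Neurons. Calls numbered 0 in the limma fit (0, 2 and 1 at an unadjusted p under 0.05), with adjusted p from 0.0975 to 0.398.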

Top IPA canonical pathways enriched for in DEGs unique to HF revealed that the top enriched pathways include “Serine Biosynthesis”, “Graft-versus-Host Disease Signaling”, and “Semaphorin Signaling in Neurons” (−log (p-value) ≥ 1.3; Fig. 4C, Supplementary Table 3).

#### Weighted gene co-expression network analysis (WGCNA) reveals SP and HF specific networks of co-expressed genes

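The modules themselves were not rebuilt, since the merged network depends on settings and inputs that the files do not hold. The genes of the 2 modules listed in the supplement were used instead, with the FPKM of the 21 samples without a log, each gene scaled over the samples. A module eigengene was taken as the first principal component of its genes and correlated with an indicator of the subtype, with exact permutation of the subtype over the samples. Genes with an absolute r of at least 0.8 with the eigengene were counted as hubs. On simulated data with 200 genes, the eigengene computed in this way had an r of 1.00 with the true pattern. The simulated genes followed that pattern with little noise, so this checks the calculation only.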

To identify genes that are co-expressed within networks of genes correlated with each subtype of psoriasis, we performed a weighted gene co-expression network analysis (WGCNA). After construction of the co-expression network and subsequent branch pruning, we were left with 28 networks (Fig. 5). As WGCNA is an unsupervised learning method, to determine which networks are associated with each specific sub-type of psoriasis, we calculated the module eigengene (ME), or the first principal component of each network, and performed a Pearson correlation between each ME and CP, SP, and HF. We found 2/28 modules significantly correlated modules (Pearson ρ >  = 0.7 and q < 0.05), one correlated with SP (q = 8.31 × 10^−7^) and one with HF (q = 6.05 × 10^−6^).

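For the SP module, Pearson's r with SP was 0.765 (exact two-sided p = 2.76e-04) and Spearman's rho 0.540 (exact p = 0.0143). For the HF module, r with HF was 0.764 (exact two-sided p = 7.52e-04) and rho 0.607 (exact p = 0.00150). These are 2 relations on modules that the study chose on the same samples, and Benjamini-Hochberg adjustment over both leaves the larger p as it is. With the eigengene kept as it was, r for SP was 0.669 without SP_2 and SP_4, the samples farthest from the median. For HF it was 0.779 without HF_1 and HF_3, which leaves HF_2 alone in HF. HF_1 had taken part in that eigengene. With log2(FPKM + 0.5) the values of r were 0.736 and 0.781. In 2 alternatives added after the data had been seen, they were 0.635 and 0.756 over all 28 libraries and 0.941 and 0.825 among the 18 samples with high *RMRP*. Only 3 samples had low *RMRP*, 1 of each subtype, so no r is given within them. Leaving out 1 sample and computing the eigengene again gave 0.725 to 0.932 for SP. For HF, r was then -0.567 without HF_1.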

**Figure 5:**
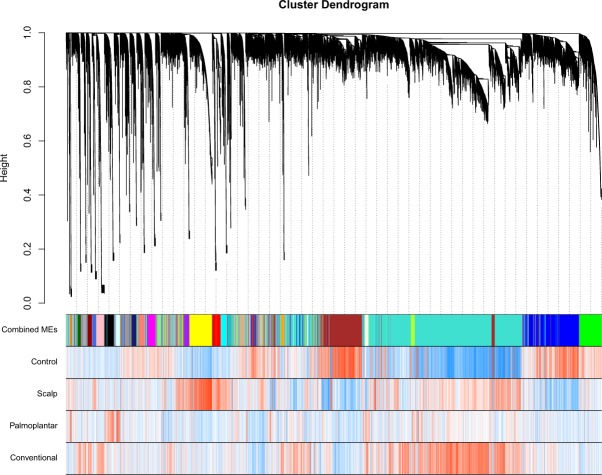
Hierarchical clustering dendrogram of modules identified by WGCNA with branches corresponding to module color assignments in the first color band beneath the dendrogram. The remaining color bands show how positively (red) or negatively (blue) an individual gene is correlated with a specific module and cell type.

As the ME is the first principal component of a module, it can be seen as a proxy for the overall expression profile of a given module. The two modules that are correlated with SP and HF, respectively, are the yellow (n_genes_ = 1200) and lightcyan (n_genes_ = 260) modules (see Supplementary Table 4 for all genes in each module). 

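All 1200 and 260 listed genes were in the table. The first principal component held 52.2% of the variance of the SP module and 44.1% of that of the HF module. Of the genes of the SP module, 96 belong to the *KRT* and *KRTAP* families, and of the HF module 1 does.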

Barplots visually capture the distinct patterns of expression in the SP and HF modules (Fig. 6A,B). 

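In the SP module the eigengene was 0.344 in SP_1, 0.521 in SP_2, 0.306 in SP_3, 0.485 in SP_4 and 0.155 in SP_5, and -0.227 in SP_6. All 15 other samples were below 0. In the HF module it was 0.917 in HF_1, 0.149 in HF_2 and 0.159 in HF_3, and the highest of the 18 other samples was CP_8 at 0.0364.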

The canonical pathways that the SP module hub genes were significantly enriched for were “Glucocorticoid Receptor Signaling”, “Protein Citrullination”, and “1,25 – Dihydroxyvitamin D3 Biosynthesis” while the canonical pathways that the HF module hub genes were significantly enriched for were “Pregnenolone Biosynthesis”, “Histidine Degradation VI”, and “Ubiquinol-10 Biosynthesis” (−log (p-value) ≥ 1.3).

**Figure 6:**
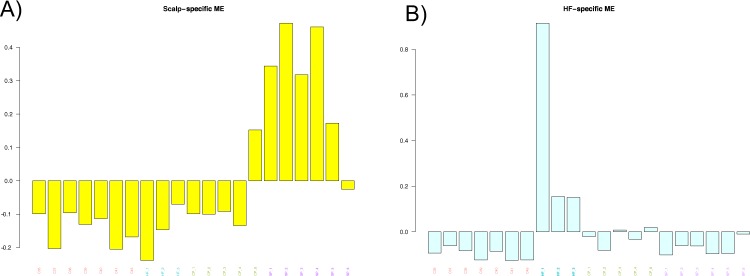
Barplots of ME expression across all samples for modules that are associated with SP (**A**) and HF (**B**).

To identify the most influential genes within each module, or the “hub” gene, we calculated the module membership (MM) for each gene. We used a threshold of MM ≥ 0.8 to identify hub genes and identified 58 hub genes in the HF module and 361 hub genes in the SP module (see Supplementary Table 5 for all hub genes). 

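Computed from the FPKM, 394 genes of the SP module and 51 of the HF module had an absolute r of at least 0.8 with the eigengene, all of them positive. Leaving out 1 sample gave 347 to 422 and 38 to 65. In the settings added later, the numbers were 267 and 38 over all 28 libraries, and among the samples with high *RMRP* 431 and 86. The supplement's copy lists 236 hub genes for SP and 41 for HF, and 216 and 32 of these reached 0.8 here.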

Some of the most influential genes within the HF module, such as *NEFL* and *ALOX15* are DEGs in HF vs C. However, a majority of the hub genes were not DE in any of the comparisons.

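*NEFL* and *ALOX15* (chromosome 17, 4534214 to 4545589) had module memberships of 0.7997 and 0.91 in the HF module, so *NEFL* was not among the 51 hub genes. *ALOX15* had 0.667 ± 0.306 FPKM (SD, n = 7) in C and 3.87 ± 4.02 FPKM (SD, n = 3) in HF and was not called (log2 fold change 1.26, standard error 0.62, adjusted p = 0.221), but was without HF_3 (2.35, adjusted p = 0.00253). Of the 394 SP hub genes 244 were tested, 135 were called in at least 1 comparison with C, and 80 are *KRT* or *KRTAP* genes. Of the 51 HF hub genes 9 were tested and 6 called. The paper states that the modules correlate with SP and HF and that most of their hub genes are not DEGs, and uses the hubs to name the most influential genes of each subtype's network.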

### Flow Cytometry Profiles

#### Psoriatic skin vs healthy skin

We first examined whether there were commonalities between all three subtypes of psoriasis and healthy skin. In terms of T cell composition, the percentage of CD4+ Tregs out of total T cells was consistently higher in each of the three psoriasis subtypes compared to control skin, whereas the percentage of CD4+ T effectors was lower than control skin, and percentage of CD8+ T effectors the same as control skin (Figs 7A and 8A). Furthermore, the percentage of TNF-α derived from CD8+ T cells, CD4+ T effectors, and CD4+ Tregs, were significantly higher in conventional plaque and scalp psoriasis than in control skin (Figs 7B, 8B and 9B). CP and SP also had a higher percentage of IL-17A from CD8+ T cells and CD4+ T effectors than control skin (Figs 7C and 8C). There was a trend towards an increased percentage of IL-17A from CD4+ Treg cells in psoriatic skin (Fig. 9C). All three psoriasis subtypes had significantly lower IL-13 from CD4+ T effector cells compared to healthy control skin (Fig. 8E). The higher percentage of IL-13 from psoriatic CD4+ Tregs was significant or nearly significant compared to control Tregs (Fig. 9E).

**Figure 7:**
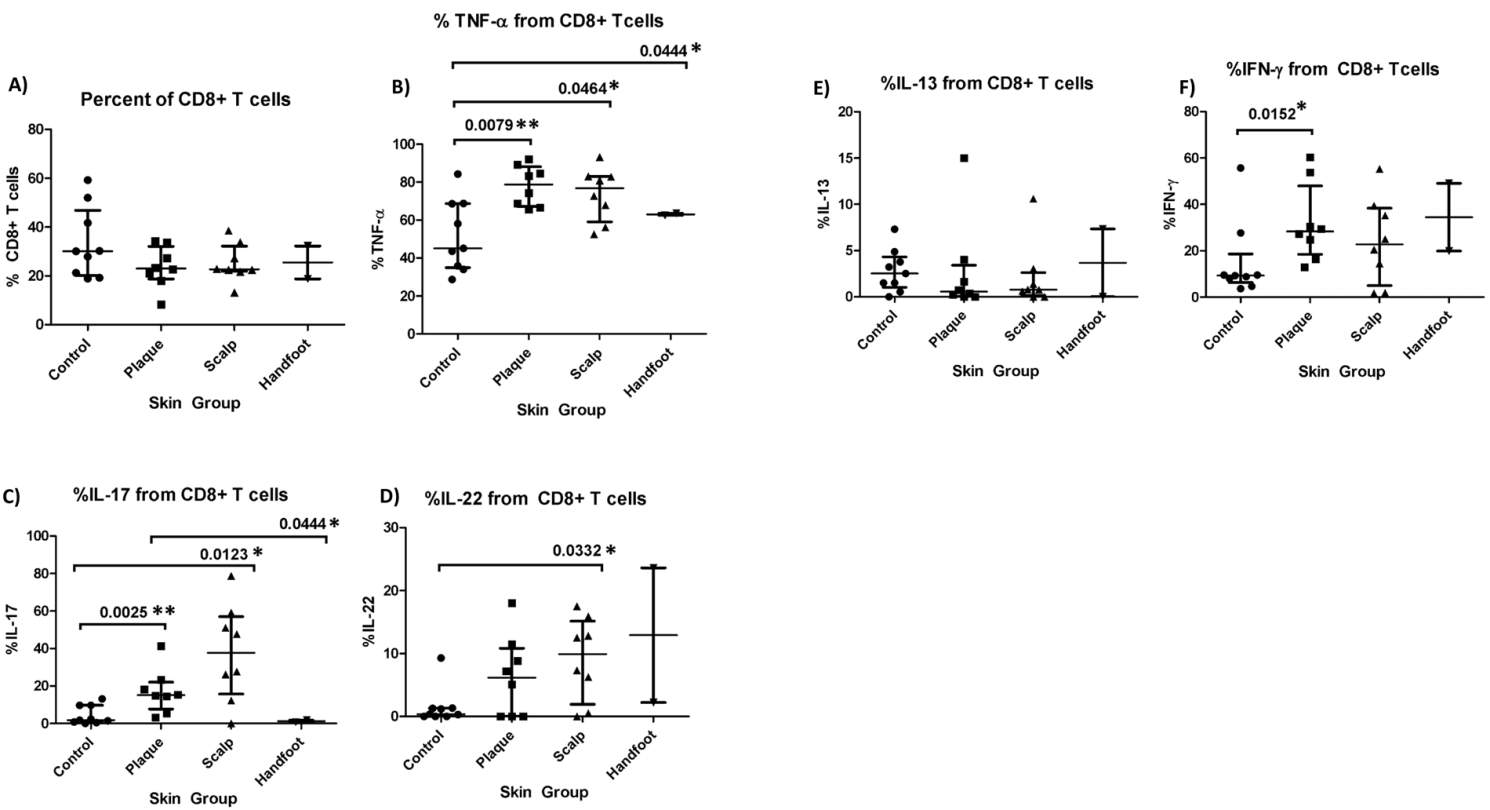
Percentage of CD8+ T cells and CD8+ T-cell derived cytokines in healthy skin and lesional skin from conventional plaque, scalp, and hand foot subtypes of psoriasis. Bars represent the median and interquartile range.

**Figure 8:**
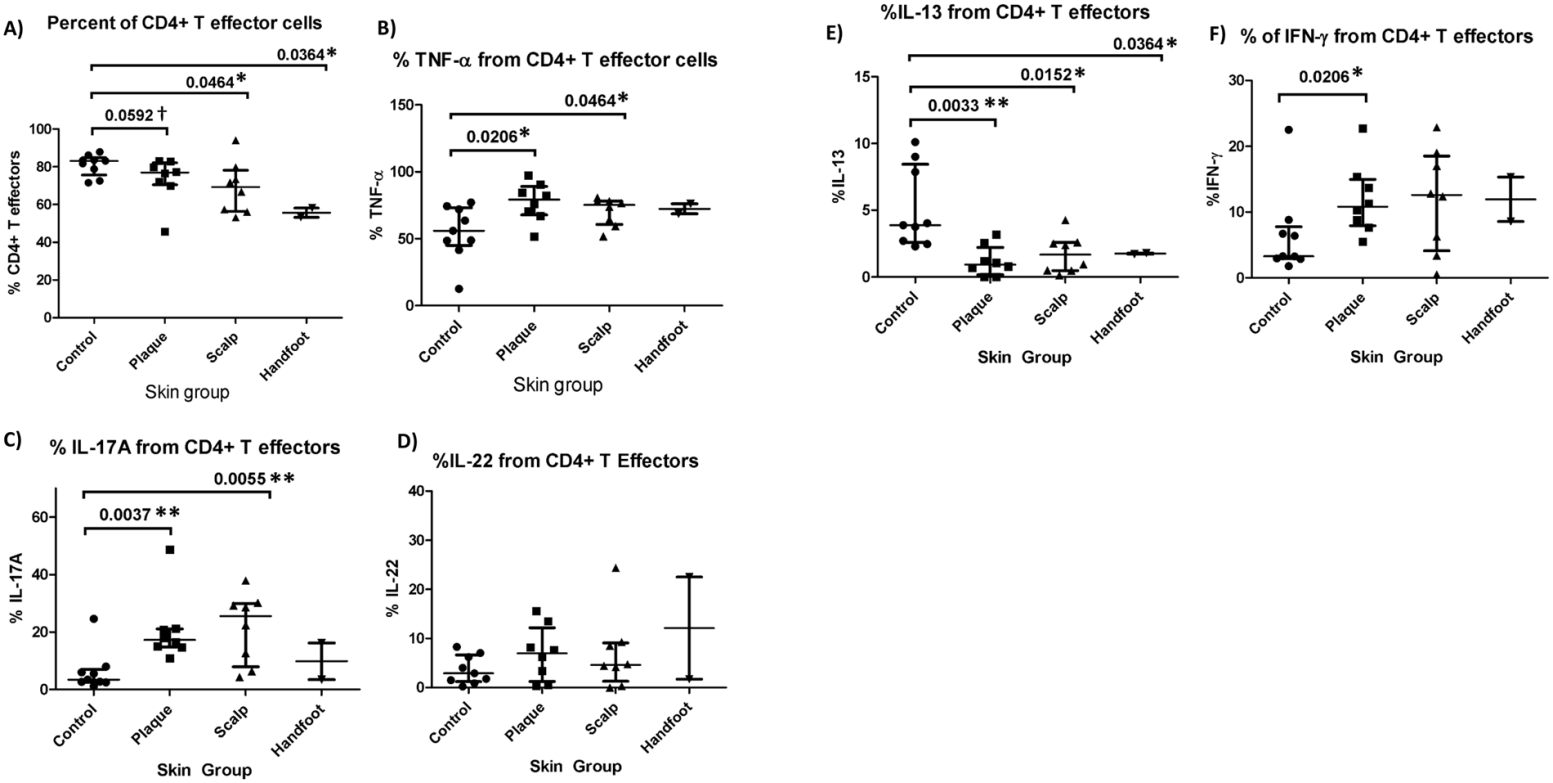
Percentage of CD4+ T effector cells and CD4+ T-effector cell derived cytokines in healthy skin and lesional skin from conventional plaque, scalp, and hand foot subtypes of psoriasis. Bars represent the median and interquartile range.

**Figure 9:**
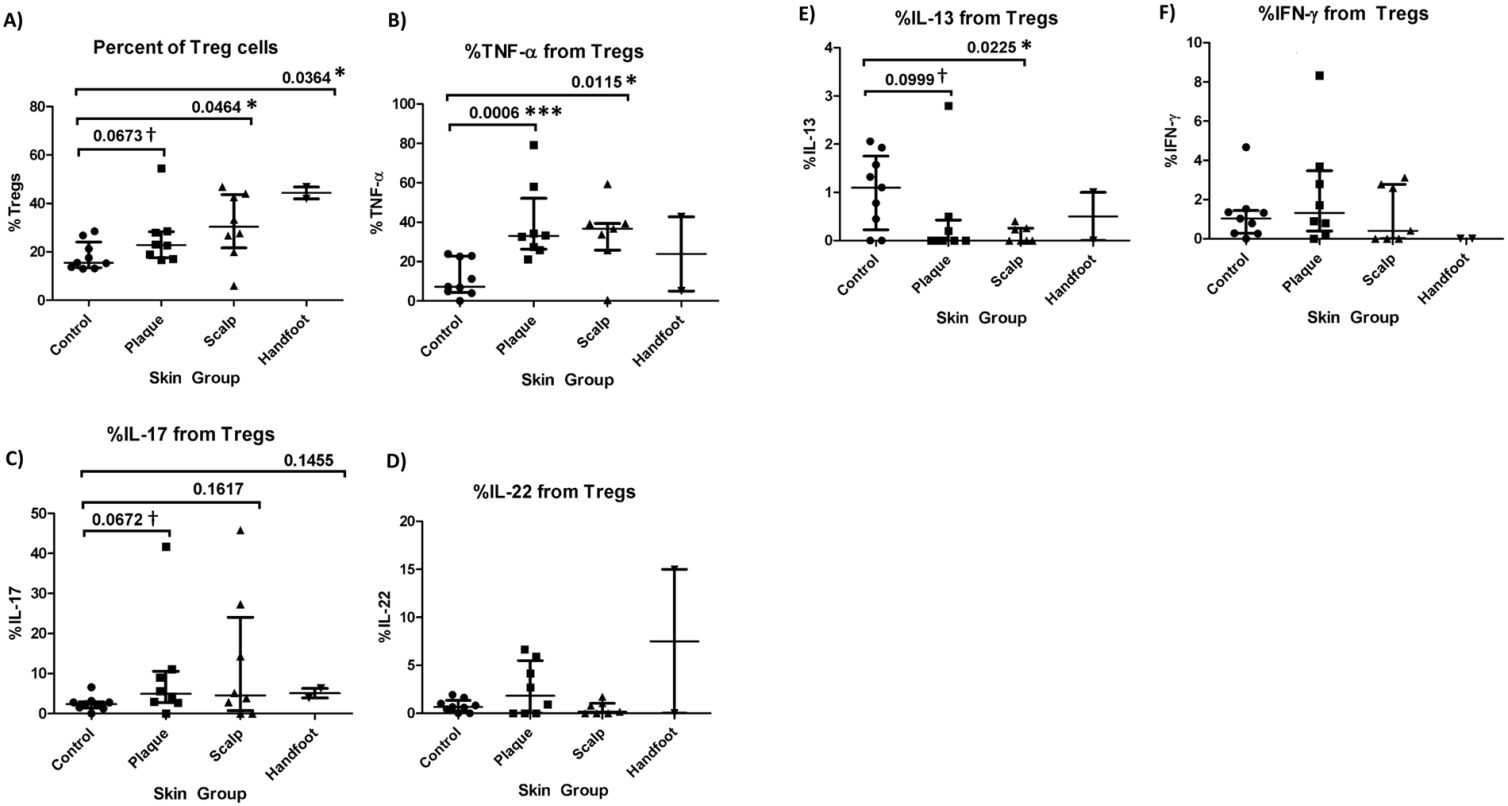
Percentage of CD4+ T regulatory cells and CD4+ T regulatory cell derived cytokines in healthy skin and lesional skin from conventional plaque, scalp, and hand foot subtypes of psoriasis. Bars represent the median and interquartile range.

#### Differences between psoriasis subtypes

Conventional plaque psoriasis had a significantly higher percentage of IL-17A and TNF-α from CD8+ T cells relative to palmoplantar psoriasis (p = 0.044 and p = 0.044 respectively) (Fig. 7B,C). Plaque psoriasis also had more IL-17A and IFN-γ double producers than palmoplantar psoriasis (p = 0.044) (Fig. 10). Conventional plaque psoriasis had a significantly higher percentage of IFN-γ from CD4+ T cells and CD8+ T cells compared to controls (p = 0.021 and p = 0.015, respectively), while patients with scalp psoriasis did not differ appreciably from controls (Figs 7F and 8F). In contrast, only scalp psoriasis had a higher percentage of IL-22 from CD8+ T cells relative to controls (p = 0.029) (Fig. 7D).

**Figure 10:**
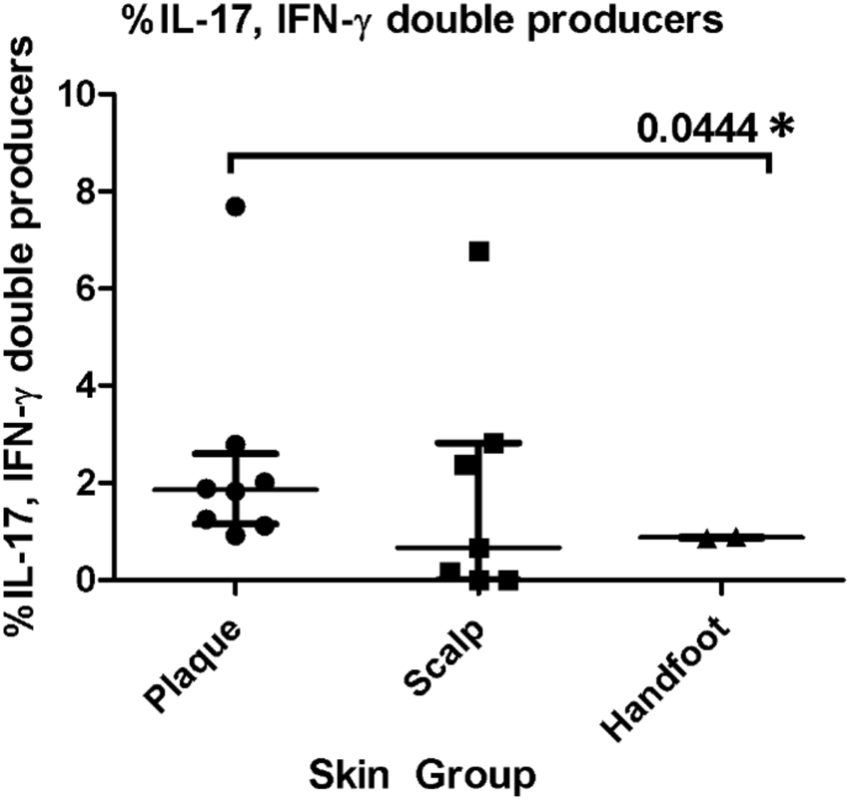
Percentage of IL-17, IFN-γ double producers in the lesional skin of the conventional plaque, scalp, and handfoot subtypes of psoriasis.

#### Differential expression between high and low IL-17A producing CD8+ T cells

Differential expression analysis between samples with a high and low proportion of IL-17A producing CD8+ T cells (IL17A_Hi_ and IL17A_Lo_, respectively–see Fig. 7C) revealed 83 genes differentially expressed (|log_2_(FC)| ≥ 1 and q ≤ 0.05) between IL17A_Hi_ and IL17A_Lo_ samples, including 25 up-regulated in the IL17A_Hi_ group (see Supplementary Table 6 for a full list of differentially expressed genes; Supplementary Fig. 3). Top up-regulated genes include *SFRP4*, which was interestingly found to be down-regulated in psoriasis skin^16^, and *CCL13*, which was also found to be down-regulated in lesional psoriasis skin^17^.

## Discussion

### RNA-seq analysis

In our analysis, we identified a core set of psoriasis genes that are common to CP, SP, and HF. These genes include genes that are well known to be involved in psoriasis, including *LCE3D*, *LCE3E*, *SERPINB4*, and *S100A7A*, genes involved in activation and proliferation of keratinocytes, modulation of host immune response, and antimicrobial defense. Notably, two members of the IL-1 superfamily of cytokines are represented, including *IL36B* and *IL36G*. 

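*IL34* (chromosome 16, 70613798 to 70694585) on GRCh37 (hg19) was listed at 14.5 ± 4.11 FPKM (SD, n = 7) in C, 1.94 ± 0.773 FPKM (SD, n = 5) in CP (log2 fold change -2.63, standard error 0.22, adjusted p = 4.05e-06), 4.09 ± 2.40 FPKM (SD, n = 6) in SP (log2 fold change -1.98, standard error 0.45, adjusted p = 0.00770) and 1.72 ± 1.41 FPKM (SD, n = 3) in HF (log2 fold change -3.05, standard error 0.47, adjusted p = 0.00575). It was called lower in each, and in every fit that left out 1 sample. In the removed samples it had 3.65 and 4.04 FPKM in C43 and C44, 0.0658, 0.0928 and 0.998 FPKM in CP_5, CP_6 and CP_7, and 0.330 and 1.71 FPKM in SP_7 and SP_8.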

IL-34, a cytokine that has recently been found to be elevated in the serum of psoriasis patients (particularly in those with psoriatic arthritis)^18^, was the only other interleukin cytokine that was in the core set. Recently, much attention has been focused on the role of IL-36 genes in psoriasis pathogenesis, especially as a biomarker^19^ and as a potential therapeutic target^20^. IL-36 cytokines have been shown to trigger the activation of the NF-kB pathway as well as the mitogen-activated protein kinase (MAPK) pathway, one of the top canonical pathways enriched for with the core DEGs. Most recently, Arakawa *et al*.^21^ demonstrated that IL-36 signaling facilitates the Th17 responses in generalized pustular psoriasis. 

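*IL36B* (chromosome 2, 113779666 to 113810444) on GRCh37 (hg19) had 1.13 ± 0.853 FPKM (SD, n = 7) in C, 4.92 ± 4.68 FPKM (SD, n = 5) in CP (log2 fold change 1.53, standard error 0.42, adjusted p = 0.0161), 5.62 ± 9.50 FPKM (SD, n = 6) in SP (log2 fold change 1.04, standard error 0.60, adjusted p = 0.259) and 2.57 ± 1.45 FPKM (SD, n = 3) in HF (log2 fold change 0.94, standard error 0.39, adjusted p = 0.163). It was called in CP, and over all 28 libraries also in SP (1.43, adjusted p = 0.0486). In each subtype the sample with low *RMRP* was the highest. CP_8 had 13.1 FPKM (1.37 to 3.69 FPKM in the other CP samples). SP_6 had 24.9 FPKM (0.233 to 2.81 FPKM in the other SP samples). HF_3 had 4.24 FPKM (1.66 and 1.81 FPKM in HF_1 and HF_2). *IL36G* had 3.25 ± 1.10 FPKM (SD, n = 7) in C, and 179.6 ± 93.6 FPKM (SD, n = 5), 102 ± 35.3 FPKM (SD, n = 6) and 50.5 ± 18.2 FPKM (SD, n = 3) in CP, SP and HF.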

*IL36B* and *IL36G* are both in the core set of DEGs and highly up-regulated in each form of psoriasis. 

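The FPKM of *IL36RN* (chromosome 2, 113816215 to 113822959) on GRCh37 (hg19) were 11.1 ± 4.68 FPKM (SD, n = 7) in C, 109 ± 47.9 FPKM (SD, n = 5) in CP (log2 fold change 3.22, standard error 0.29, adjusted p = 9.60e-06), 65.5 ± 15.8 FPKM (SD, n = 6) in SP (log2 fold change 2.55, standard error 0.25, adjusted p = 1.47e-05) and 52.7 ± 21.3 FPKM (SD, n = 3) in HF (log2 fold change 2.21, standard error 0.34, adjusted p = 0.00588). All 3 were called higher. The HF call was lost over all 28 libraries (2.93, adjusted p = 0.0539).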

Interestingly, *IL36RN*, the gene encoding the IL-36 receptor antagonist, is also highly up-regulated in all forms of psoriasis.

One of the top IPA canonical pathways enriched for with the core set of DEGs is endothelin-1 signaling. 

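*EDN1* (chromosome 6, 12290594 to 12297427) on GRCh37 (hg19), which encodes endothelin-1, was listed at 7.77 ± 1.91 FPKM (SD, n = 7) in C, with C37 apart from the other C samples at 3.47 FPKM. It was at 3.16 ± 0.979 FPKM (SD, n = 5) in CP (log2 fold change -1.17, standard error 0.24, adjusted p = 0.00306), 1.96 ± 0.667 FPKM (SD, n = 6) in SP (log2 fold change -1.75, standard error 0.24, adjusted p = 2.08e-04) and 2.23 ± 1.76 FPKM (SD, n = 3) in HF (log2 fold change -1.79, standard error 0.42, adjusted p = 0.0366). The HF call was lost in 7 of the 10 fits that left out 1 sample, HF_3 among them at -1.22.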

Endothelin-1 is a peptide produced by endothelial cells with systemic vasoconstrictor properties that is associated with mitogenic action in smooth muscle cells as well as endothelial cells. Within the skin, endothelin-1 is present and functions within the microvasculature. Cecchi *et al*.^22^ observed that patients with psoriasis had much higher serum plasma levels of endothelin-1 and more recently, Borska *et al*.^23^ also observed higher serum plasma levels of endothelin-1 in psoriasis patients versus healthy control patients. Nakahara *et al*.^24^ recently discovered that endothelin-1 polarizes the dendritic cell – T cell response towards Th17/Th1 differentiation and induces dendritic cell production of pro-inflammatory cytokines such as IL-12, IL-23, and IL-6. They also showed via immunohistochemical that endothelin-1 is expressed primarily in basal keratinocytes and more highly expressed in severe cases of psoriasis.

Regarding scalp psoriasis, our results are similar to those of Ruano *et al*.^14^, who concluded that the SP transcriptome is similar to the CP transcriptome but with more prominent expression of key psoriatic genes in CP. 

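Over the 873 shared DEGs the mean FPKM was 79.1 ± 26.7 (SD, n = 5) in CP and 53.7 ± 11.1 (SD, n = 6) in SP, a difference smaller than the SD of CP (exact permutation test, two-sided p = 0.0519). The median over these genes was 5.30 FPKM in CP and 5.63 FPKM in SP. Over the 763 listed core genes the means were 29.1 and 19.1. In settings added after the data had been seen, they were 65.1 and 46.0 without the gene with the highest mean, 58.5 and 47.0 over all 28 libraries, and 83.96 and 57.4 among the samples with high *RMRP*. The paper's means are over its own shared DEGs, 1543 genes by its count, so their size is not directly comparable with these.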

We found that not only was the direction of expression of the overlapping DEGs between CP vs C and SP vs C the same, but also that the mean FPKM value for these overlapping DEGs was slightly higher in CP (mean = 48.7) than in SP (mean = 45.0). One of the key genes in the top unique SP vs C pathways was *AKR1C3*. Aldo-keto reductase 1C3 (*AKR1C3*) is a gene that is expressed in the epidermis that mediates the metabolism of steroid hormones and has been shown to affect keratinocyte differentiation and is up-regulated in atopic dermatitis^25^ but not in psoriasis. Interestingly, *AKR1C3* is significantly down-regulated in SP vs C.

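*AKR1C3* (chromosome 10, 5077546 to 5149878) on GRCh37 (hg19) had 12.1 ± 7.16 FPKM (SD, n = 7) in C and 6.23 ± 3.67 FPKM (SD, n = 6) in SP and was not called (log2 fold change -0.97, standard error 0.43, adjusted p = 0.137). In the removed samples it had 50.3 and 29.4 FPKM in C43 and C44, 0.921, 1.48 and 6.52 FPKM in CP_5, CP_6 and CP_7, and 2.01 and 3.85 FPKM in SP_7 and SP_8, and over all 28 libraries it was called (-1.57, adjusted p = 0.0162).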

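In HF, *S100A8* (chromosome 1, 153362508 to 153363549) had 861 ± 319 FPKM (SD, n = 3) (log2 fold change 6.59, standard error 1.04, adjusted p = 0.00649) and *PI3* (chromosome 20, 43803543 to 43805185) had 162 ± 217 FPKM (SD, n = 3) (log2 fold change 4.75, standard error 0.84, adjusted p = 0.0114), with positions on GRCh37 (hg19). *DEFB4A* and *DEFB4B*, whose reads could be divided between them, had 18.8 ± 12.2 FPKM (SD, n = 3) and 13.7 ± 7.50 FPKM (SD, n = 3), with log2 fold changes of 4.36 and 4.00. In HF vs CP they were lower, by -6.01 (standard error 0.67, adjusted p = 0.0111) and -5.90 (standard error 0.51, adjusted p = 0.00446). The first of these calls was lost without CP_2 and without HF_2. *KRT9* (chromosome 17, 39722088 to 39728311) had 0.265 ± 0.141 FPKM (SD, n = 7) in C, 1.33 ± 1.04 FPKM (SD, n = 5) in CP, 1.40 ± 1.67 FPKM (SD, n = 6) in SP and 1373 ± 1020.2 FPKM (SD, n = 3) in HF (log2 fold change 10.24, standard error 0.60, adjusted p = 1.04e-05). It was higher in HF than in CP by 9.15 (standard error 0.80, adjusted p = 0.00446) and than in SP by 9.28 (standard error 0.85, adjusted p = 0.00293). In CP vs C it was called as well (log2 fold change 1.09, standard error 0.30, adjusted p = 0.0165), but not without CP_1 (0.90) or CP_4 (0.84).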

In palmoplantar psoriasis, a number of the up-regulated genes in HF in our study were found to be up-regulated in normal palmoplantar skin (relative to normal non-palmoplantar skin) in a previous study by Bissonette *et al*.^15^, including *S100A7/8/9*, *DEFB4A/B*, *PI3*, *IL36G*, *SERPINB4*, and *KRT9*. While many of these up-regulated genes in normal palmoplantar skin (relative to normal non-palmoplantar skin) were also found to be up-regulated in HF skin by Bissonette *et al*.^15^, 16 of these up-regulated genes in normal palmoplantar skin—including genes up-regulated in CP such as *KRT9*, *KRT16*, *S100A7*, *S100A8*, and *WNT5A*—were not DE in their comparison between HF and normal palmoplantar skin. Two of the most up-regulated genes in Bissonette *et al*.^15^, GPRIN1 and ADAM23, were also up-regulated in HF vs C. However, neither of these genes were amongst the top-most up-regulated genes in HF in our analysis. 

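*ADAM23* (chromosome 2, 207308256 to 207485851) had 0.235 ± 0.112 FPKM (SD, n = 7) in C and 2.60 ± 1.89 FPKM (SD, n = 3) in HF (log2 fold change 1.85, standard error 0.35, adjusted p = 0.0151), a call that was lost without HF_1 (log2 fold change 1.70). *GPRIN1* (chromosome 5, 176022803 to 176037157) had 0.502 ± 0.221 FPKM (SD, n = 7) in C and 1.45 ± 1.14 FPKM (SD, n = 3) in HF and was not called (log2 fold change 0.75, standard error 0.39, adjusted p = 0.243), but was without HF_3 (1.38, adjusted p = 0.0114). Both positions are on GRCh37 (hg19).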

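*SEMA4D* (chromosome 9, 91975702 to 92113045) on GRCh37 (hg19) had 4.42 ± 1.09 FPKM (SD, n = 7) in C and 7.75 ± 3.86 FPKM (SD, n = 3) in HF and was not called (log2 fold change 0.64, standard error 0.34, adjusted p = 0.251), but was without HF_3 (1.12, adjusted p = 0.0246).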

Semaphorin-4D (*SEMA4D*; also known as *CD100*) is a key gene in the top HF vs C pathway, “Semaphorin Signaling in Neurons”, was significantly up-regulated in HF vs C. Interestingly, Zhang *et al*.^26^ recently showed that *SEMA4D* promotes inflammation by activating the NF-kB and inflammasome pathways in keratinocytes. *IL33* is a key gene in the HF vs C pathway, “Graft-versus-Host Disease Signaling” that was amongst the newly identified interleukin cytokines involved in psoriasis by Li *et al*.^18^ that was found to be elevated in the serum of psoriasis and psoriatic arthritis patients. However, we found that *IL33* is significantly down-regulated in HF.

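*IL33* (chromosome 9, 6215786 to 6257983) on GRCh37 (hg19) was at 11.8 ± 3.97 FPKM (SD, n = 7) in C and 5.07 ± 2.98 FPKM (SD, n = 3) in HF and was not called (log2 fold change -1.26, standard error 0.41, adjusted p = 0.0975). It was called without HF_2 (log2 fold change -1.62), with quantile normalization (-1.04) and with 75th percentile scaling (-1.09).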

### T cell production of TNF-α and IL-17A

Based on our flow cytometry data, TNF-α appears to have a central role in the pathogenesis of all plaque subtypes. Previous studies have demonstrated elevated levels of TNF-α in the serum^27,28^ and skin of psoriasis patients^29^. Moreover, anti-TNF-α biologics are an effective treatment for psoriatic disease. Our study shows that CD8+ T cells, CD4+ T effectors, and CD4+ Tregs all contribute to an increase in TNF-α in psoriatic skin, suggesting multiple elements of immune dysfunction. While keratinocytes do not respond only to TNF-α, high levels of TNF-α in conjunction with elevated IL-17A stimulate keratinocyte hyperproliferation and drive the inflammatory feedback loop in psoriasis^30^. In psoriasis, TNF-α is thought to work synergistically with IL-17A by inducing IL-17 receptor (IL-17R) expression on keratinocytes, promoting the maturation of Th17 and Th22 cells, and increasing the production of IL-17A^31^. In fact, our study shows that IL-17A from CD8+ T cells, CD4+ T effectors, and CD4+ Tregs were also higher in psoriasis samples compared to controls. The increase in TNF-α and IL-17A from CD4+ T effectors is accompanied by an increase in the proportion of CD4+ T effectors in psoriatic skin. These findings likely reflect an expansion of the Th17 subset of CD4+ T effectors, which act as “professional” IL-17A producers that, in psoriasis, create a positive feedback loop with other pro-inflammatory cytokines such as IL-23^32^.

However, the increased percentage of CD4+ Treg-derived TNF-α and IL-17A is more surprising. Normally, CD4+ Tregs modulate inflammation and promote tolerance to self-antigens by suppressing the activation and proliferation of CD4+ and CD8+ T cells. However, in a pro-inflammatory environment, Tregs may be converted to a phenotype that co-expresses FOXP3 and RORγt, a transcription factor typically associated with the Th17 lineage^33^. These FOXP3+RORγt+ Treg cells have been shown to produce IL-17 and propagate the inflammatory milieu^34^. While in our study the trend towards increased Treg-derived IL-17A in psoriasis was not statistically significant (p = 0.063 conventional plaque, p = 0.16 scalp, p = 0.15 palmoplantar), the relatively small number of patients in our study limited our power. In addition to IL-17A, our study suggests that some pathogenic Tregs may also produce more TNF-α in psoriasis skin, potentiating the effects of IL-17A and contributing further to the inflammatory cascade. Furthermore, there is also an increased percentage of CD4+ Treg cells in psoriatic skin. This is consistent with prior studies, which also found that disease severity was inversely correlated with the ratio of Th17 to Treg cells in the skin^35^. The expansion of Tregs in psoriatic skin suggests an impairment of their typical immunosuppressive functions^33^. Indeed, studies have shown that in psoriasis, Treg suppression of pathologic effector CD4+ T cells is impaired^33,36,37^. Tregs may, therefore, be a novel, unexplored therapeutic target for the treatment of plaque psoriasis.

Increases in CD8+ T cell derived TNF-α and IL-17A also intriguing as psoriasis has traditionally been thought of as a Th1/Th17 mediated disease. Elevated numbers of TNF-α and IL-17A producing CD8+ T cells have only recently been found in the skin^38,39^ and synovial fluid of patients with psoriatic disease^35^ and their role in the disease process has not been fully elucidated. Interestingly, this population of CD8+ T cells is resistant to immunomodulation by Tregs^38^. Thus, the production of TNF-α and IL-17A by CD8+ T cells can go unchecked in psoriatic skin, despite a normal percentage of CD8+ T cells relative to controls. In fact, treatment of AGR mice grafted with non-lesional skin from psoriasis patients with 1 mg mAb to human CD8 resulted in complete blockade of psoriasis development, on par with the effect observed with TNF-α inhibitors^40^. These results suggest that CD8+ T cells may be a potential drug target for reducing TNF-α/IL-17A mediated inflammation.

In our differential expression analysis between the IL17A_Hi_ and the IL17A_Lo_ producing CD8+ T cells, we found that *TMPRSS11D* and *PM20D1* were down-regulated in the IL17A_Hi_, which Suarez-Farinas *et al*.^41^ observed to be down-regulated in lesional psoriasis skin versus healthy control skin. One of the most down-regulated genes in IL17A_Hi_ was *IL36B*, a cytokine that Li *et al*.^12^ discovered down-regulated signature keratinocyte genes. Interestingly, we did not find evidence of differential expression of *IL17A*, *IL13*, *IFNG*, or *IL22* (*TNF* was not detected in our RNA-seq analysis). We believe that bulk RNA-seq does not provide sufficient resolution to detect cytokine expression differences across different T cell populations. Indeed, we have recently shown^42^ that populations such as CD8+ T cells are not well represented in bulk RNA-seq analysis of skin tissue.

### T cell production of IL-22

IL-22 is an inflammatory cytokine produced Th22 cells that facilitates the recruitment of immune cells to the skin and disrupts keratinocyte maturation, causing acanthosis and parakeratosis in psoriatic skin lesions^31^. Although TNF-α promotes the maturation of Th22 cells and previous studies have found elevated IL-22 in psoriasis lesions, scalp psoriasis was the only subtype with significantly higher IL-22 and this difference was only significant in the IL-22 derived from CD8+ T cells. This suggests that IL-22 may have different roles in the inflammatory milieu depending on the plaque subtype, which may be due to site-specific variations in the cutaneous microflora and immunobiology^43^. For example, hair follicle cytokines are thought to modulate memory T cell homeostasis^44^. In addition, immune microenvironments are present along the follicle and peri-follicular tissue^45^. This contrasts with findings from a transcriptomic study of lesional and non-lesion psoriatic skin which found similar levels of IFN-γ expression in scalp and non-scalp lesions^14^. Non-scalp lesions also had a significantly higher activation of genes involved in the TNFα/IL-17/IL-22-induced keratinocyte responses, although the production of IL-22 from CD8+ T cells was not quantified. Furthermore, this study sampled scalp and non-scalp lesions from the same subject while our study took scalp and non-scalp lesions from different patients^14^. Alternatively, systemic anti-TNF-α treatment, which is known to reduce IL-22^31^, may be suppressing IL-22 levels in some patients.

### T cell production of IL-13

The decrease in CD4+ T effector-derived IL-13 seen in all subtypes of psoriasis is consistent with previous studies and suggests a shift in the Th1-Th2 axis. IL-13 is a cytokine produced predominantly by the Th2 lineage of CD4+ T cells^27^ and IL-13 polymorphisms are associated with altered psoriasis susceptibility^28^. In keratinocytes, IL-13 functions as a negative regulator of Th1 associated IFN-γ and TNF-α pathways via activation of STAT6, SOCS1, and SOCS3^30,31^. IL-13 has also been shown to inhibit the development of the Th17 subset of effector CD4+ T cells, which are thought to be a major source of IL-17 in psoriatic inflammation^32,33^. A reduction in IL-13 dependent suppression of Th1 cytokines and a concurrent increase in Th17 cells may help drive psoriatic inflammation^27^. The shift towards a Th1 dominated cytokine profile is supported by elevated TNF-α and IL-17A production from CD4+ T effector cells in psoriasis samples.

### T cell production of IFN-γ

Conventional plaque psoriasis was the only subtype to demonstrate significantly higher levels of IFN-γ compared to control skin. Elevated CD4+ T effector derived-IFN-γ is consistent with an immune response dominated by Th1 cells, which are the predominant producers of IFN-γ. However, CD8+ T cells also appear to produce higher levels of IFN-γ in psoriatic skin. The source of CD8+ T cell-derived IFN-γ may be the IL-17 secreting CD8+ T cells, which have demonstrated a similar capacity to produce IFN-γ^29,30^. This shift of CD8+ T cells towards a Th1 cytokine profile may represent an important pathologic mechanism in the development of psoriasis.

### Study limitations

One of the limitations for our study was the comparison of psoriasis subtypes to healthy control skin from the trunk and extremities. While this did have the advantage of allowing for a comparison of psoriasis subtypes to a common, uniform baseline, it also allows for the possibility that some DEG were detected on the basis of site-specific differences. While we were able to compare our list of DEGs from SP vs C against the the list of up-regulated genes in SP (relative to normal scalp tissue) from Ruano *et al*. and determined that excluding KRT- or KRTAP- genes may be appropriate as none of these genes were up-regulated in SP in Ruano *et al*.^14^, this comparison did not include genes that were down-regulated in SP (relative to normal scalp tissue). Finally, due to our limited sample size and sequencing batch effects, we were not able to stratify our analyses by sex. Future studies with sufficient numbers of gender-balanced samples within each subtype of psoriasis are needed to bolster the findings of this present study.

## Conclusion

The results of our study demonstrate that conventional, scalp, and palmoplantar psoriasis share a core set of molecular features, but also exhibit novel differences in gene expression, gene networks, T cell populations, and T cell cytokines. Understanding differences in the immunobiology between clinical subtypes can help us provide more effective, personalized treatment for psoriasis patients.

## Electronic supplementary material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

# Supplementary material for: RNA-seq and flow-cytometry of conventional, scalp, and palmoplantar psoriasis reveal shared and distinct molecular pathways
**Source:** Sci Rep. 2018 Jul 27;8:11368. doi: 10.1038/s41598-018-29472-w

**RNA-seq and flow-cytometry of conventional, scalp, and palmoplantar psoriasis  
reveal shared and distinct molecular pathways**

Richard Ahn<sup>1\*+</sup>, Di Yan<sup>1,2\*</sup>, Hsin-Wen Chang<sup>1</sup>, Kristina Lee<sup>1</sup>, Shrishti Bhattarai<sup>1</sup>, Zhi-Ming Huang<sup>1</sup>, Mio Nakamura<sup>1</sup>, Rasnik Singh<sup>1</sup>, Ladan Afifi<sup>1</sup>, Keyon Taravati<sup>1</sup>, Priscila Munoz-Sandoval<sup>1</sup>, Mariela Pauli<sup>1</sup>, Michael D. Rosenblum<sup>1</sup>, Wilson Liao<sup>1</sup>

\*Authors contributed equally to this paper

Supplementary Figure 1

Scale Independence

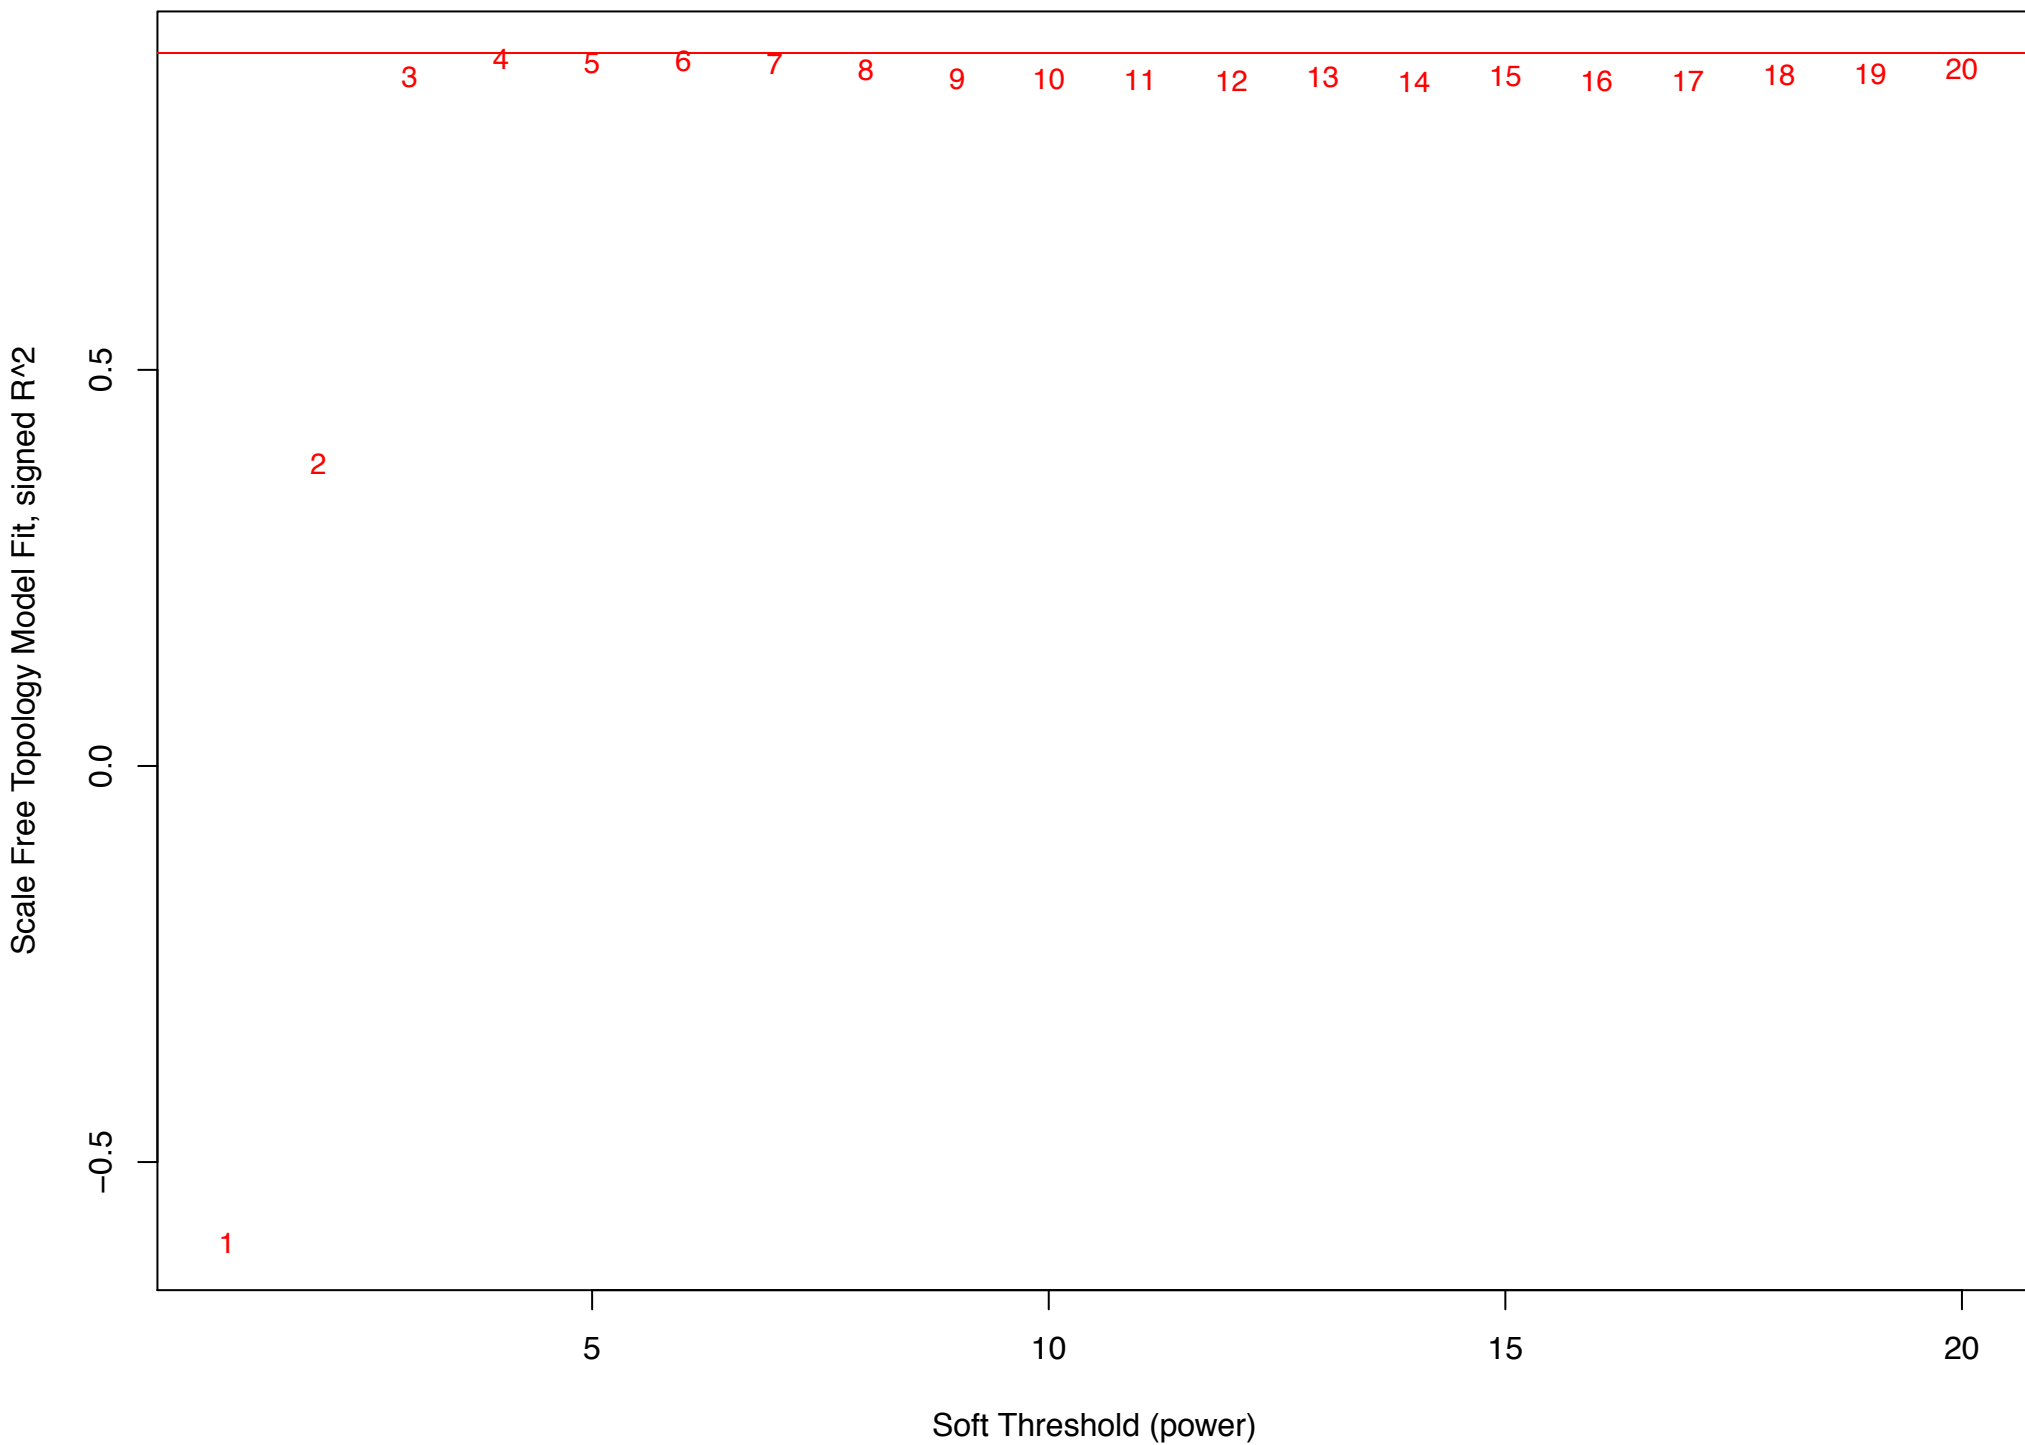

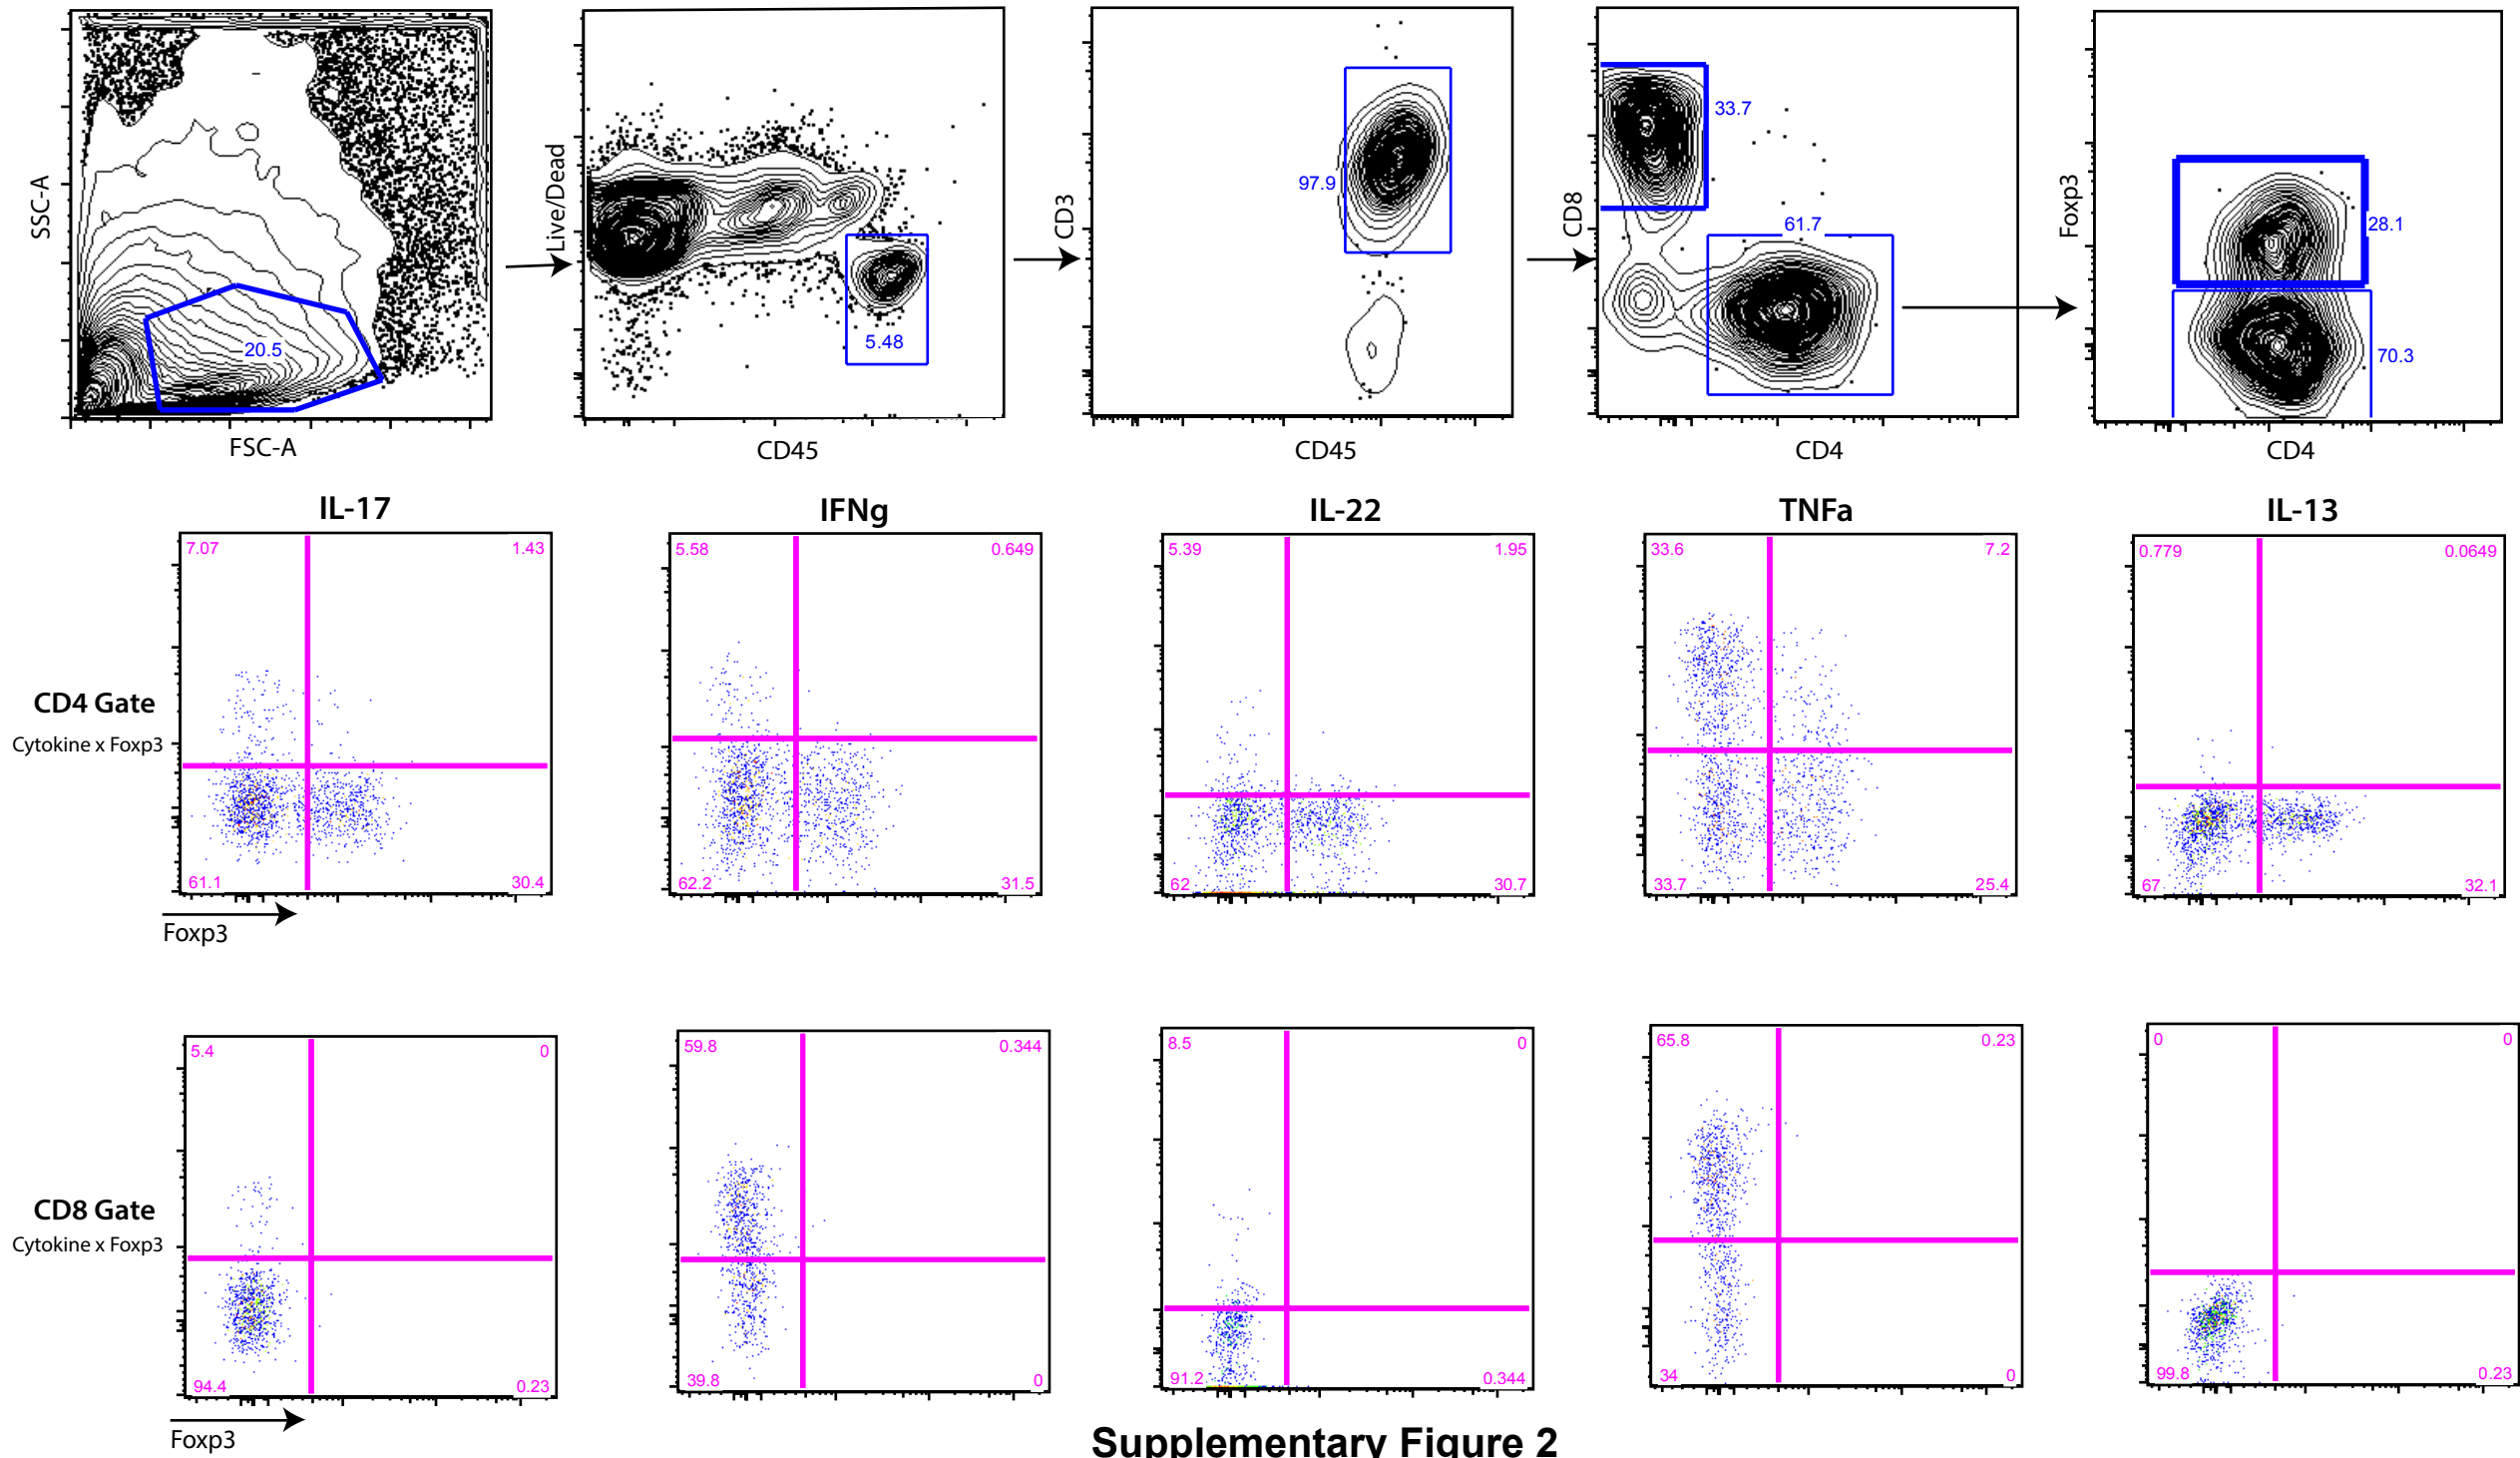

Supplementary Figure 2

Supplementary Figure 3

Volcano plot of IL17A High vs Low in CD8s

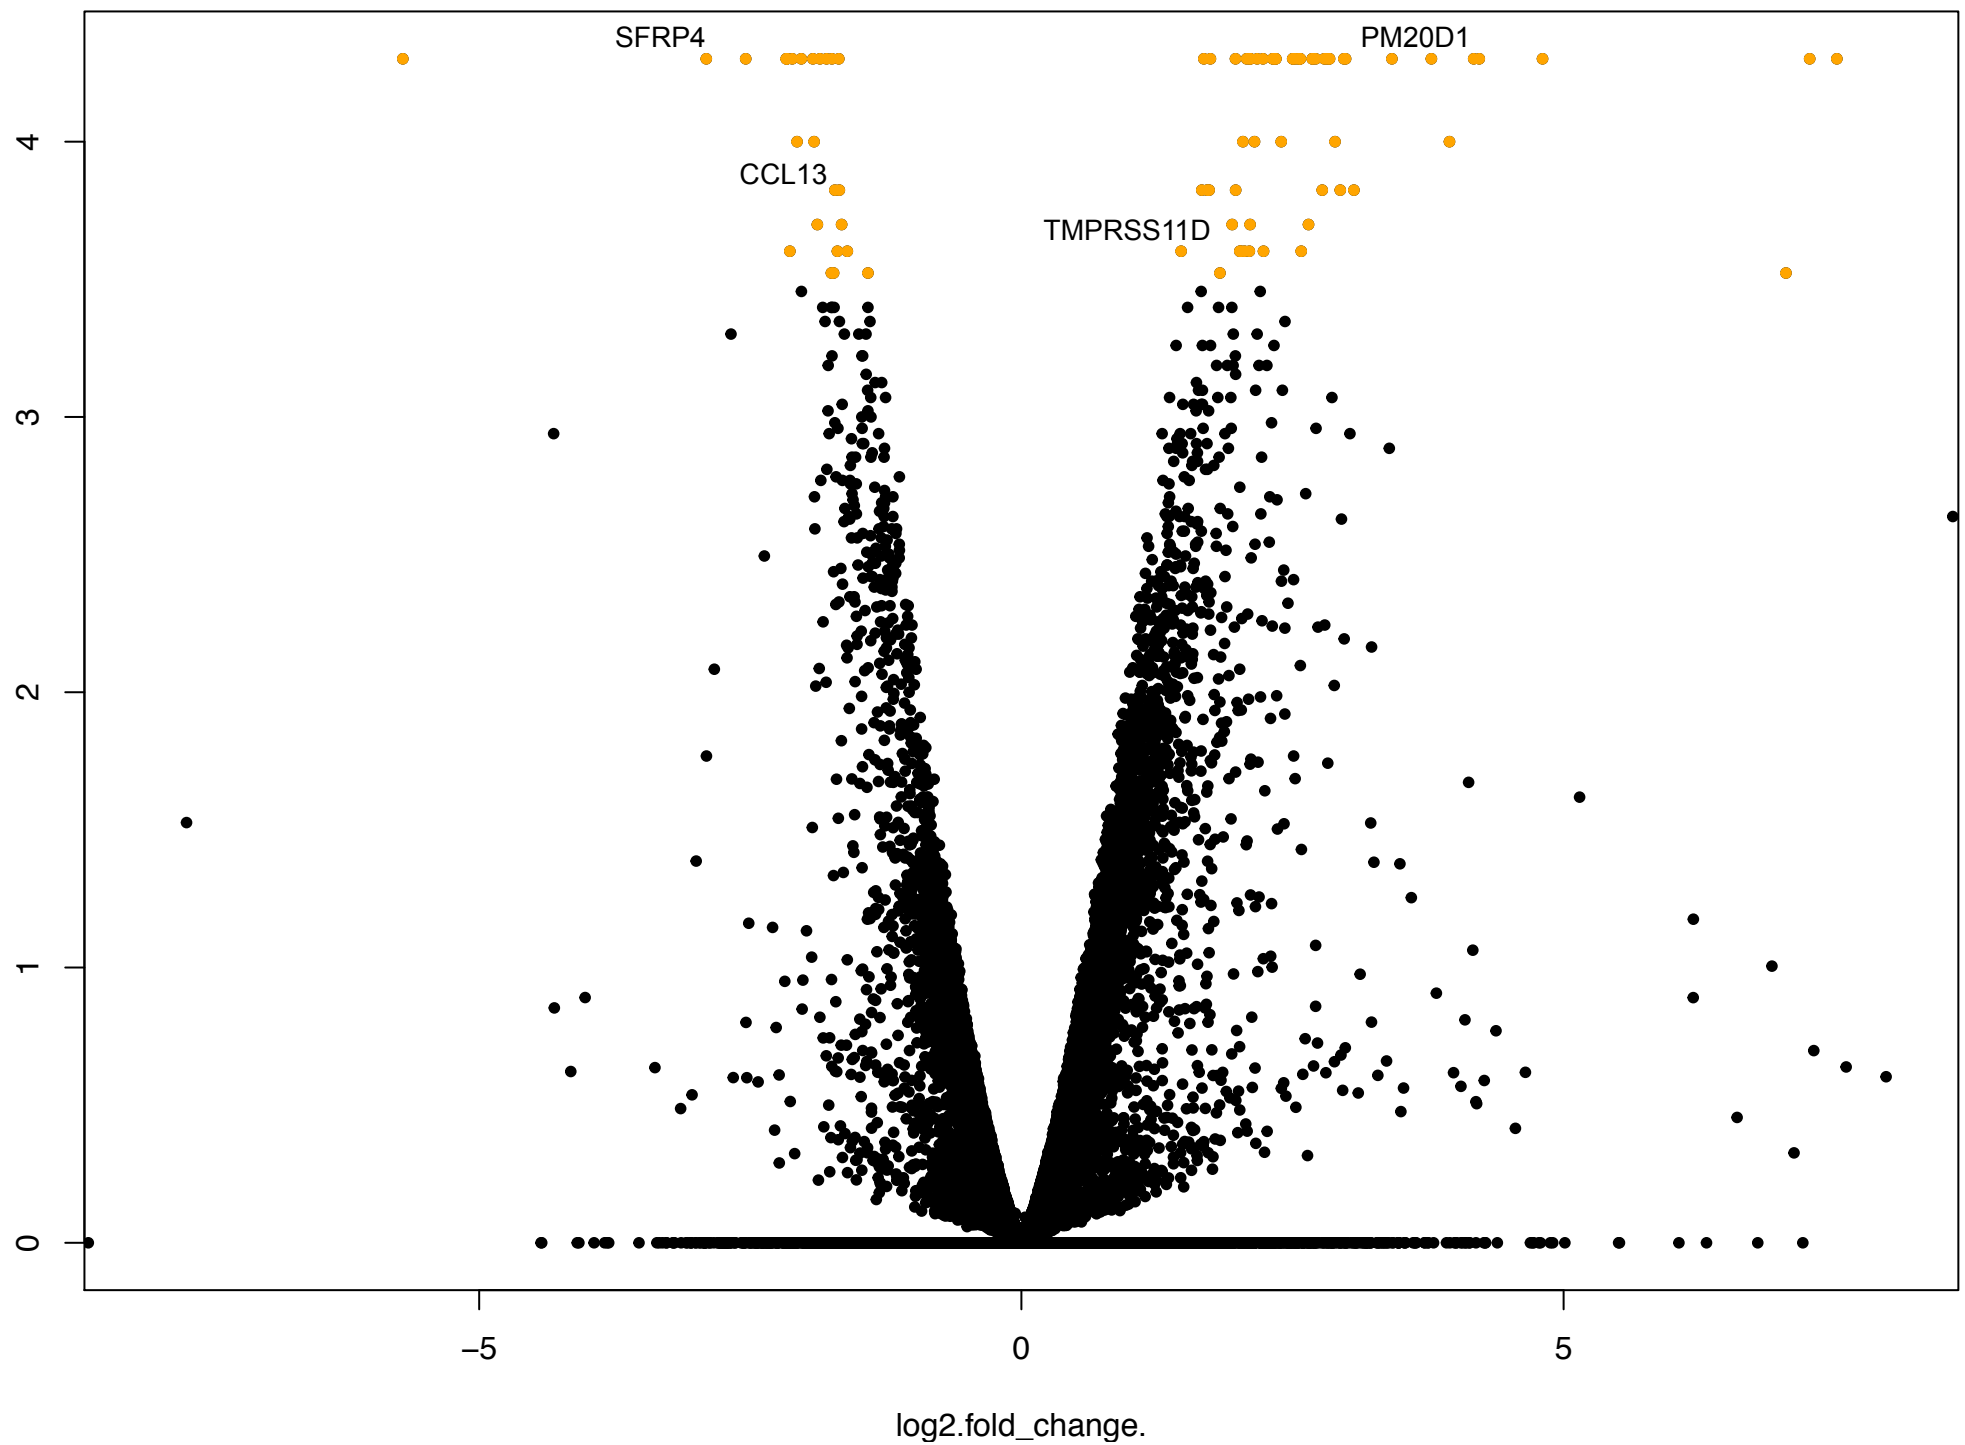

**Supplement:** Supplementary file 1 — Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

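The values are FPKM as the authors deposited them: per the methods of the paper, the authors aligned paired reads of 100 bp to UCSC hg19 with STAR 2.4.2 and computed FPKM with Cufflinks 2.2.1. The methods name ComBat for residual batch effect of the samples that remained, and do not say whether the table holds values before or after that step. The table also holds the removed samples, which argues for values from before it. The table has 26199 genes and 28 libraries, and 0 of its columns were left unused. It holds no read counts, so sequencing depth is unknown, and the error of counting cannot be separated from other variation.

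Expression was compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, 2 groups per fit) on log2(FPKM + 0.5). The 21 samples drawn in Fig. 1 after removal of outliers were used, with the 14179 genes that had a mean of at least 0.5 FPKM over them. All adjusted p of single genes are Benjamini-Hochberg values from limma over the genes tested. A gene was called at an absolute log2 fold change of at least 1 with an adjusted p of at most 0.05. Tables and figures were made with Python 3.11.15.

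Genes were named by a rule set before the data were examined: every gene that the paper names, and for each comparison the 3 largest increases and the 3 largest decreases among called genes whose groups do not overlap. Genes below the filter are given with values from a fit without it. Group values are means with SD over samples, and positions are on GRCh37 (hg19). Results that could tell a trait of 1 person are left out.

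Alternatives set before the data were examined were pseudocounts of 1 and 0.1, no filter, a mean FPKM of at least 5, quantile normalization, scaling to one 75th percentile, limma without trend, all 4 groups in 1 fit, all 28 libraries, the adjusted p alone, and leaving out each sample in turn. Added after the data had been seen were fits within the libraries with high *RMRP* (at least 500 FPKM) or with low *RMRP*, and fits with that division as a covariate. For the modules, the clustering, the distances and the mean FPKM of shared DEGs, all 28 libraries too were added then, and so was leaving out each sample for the distances and the mean FPKM, and leaving out the gene with the highest mean for the mean FPKM.

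For modules, the first principal component of the listed genes was correlated with the subtype, with exact permutation. Core genes were clustered by average linkage on scaled values. Gene lists fixed before the data were examined were tested by camera with a preset correlation of 0.01, and by fry. Counts with p adjusted over a list alone were added after the results had been seen. The fits and the eigengene were also tested on simulated data with known changes.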

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

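All tests of explanations in this part were chosen after the results had been seen.

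A sample was far from the others of its group in 40 of the 220 groups of 4 to 10 samples, where chance alone gives about 11. That expectation takes the groups as independent, whereas many of the 40 come from the same library, SP_6. The number in brackets is the gap to the nearest sample divided by the range of the group. It was taken on FPKM for total FPKM, *RMRP* and the *KRTAP* sum, and on log2(FPKM + 0.5) for all other genes. Where it was 1, all other samples of the group were at 0 FPKM, so these are values near the floor. They were 0.0602 FPKM for *AGR3* in SP_2, 0.0299 for *FAM26D* in C35, 0.454 for *LCE3C* in C41 and 0.0793 for *SPINK9* in SP_4. SP_6 stood apart for total FPKM (0.708), *RMRP* (0.734), *ATP12A* (0.724), *FOS* (0.797), *GPRIN1* (0.641), *IL17D* (0.755), *IL17RE* (0.774), *IL33* (0.691), *IL34* (0.72), *KRT16* (0.652), *KRT25* (0.704), *KRT33A* (0.643), *LCE3D* (0.634), *S100A9* (0.866) and *SPRR4* (0.776). It had a total of 98064 FPKM, against 237369 to 294827 in the other SP samples. SP_2 stood apart for *AGR3* (1), *ALOX15* (0.699), *KLK6* (0.637), *PI3* (0.68), *SFRP4* (0.786) and *SPRR2F* (0.783). CP_8 stood apart for *RMRP* (0.751), the *KRTAP* sum (0.735), *GPRIN1* (0.735), *PM20D1* (0.896) and *S100A9* (0.788).

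Of the remaining samples, C41 was apart for *RMRP* (0.581) and *LCE3C* (1), C37 was apart for *CYP1B1* (0.626) and *EDN1* (0.903), C35 was apart for *FAM26D* (1) and C40 was apart for *S100A7A* (0.663). Among psoriasis samples, CP_4 was apart for *DEFB4A* (0.791) and *DEFB4B* (0.734), CP_2 was apart for *HOXA10* (0.803) and *RNVU1-19* (0.78), CP_1 was apart for *KRT25* (0.894), CP_3 was apart for *KRT77* (0.749), SP_5 was apart for *MATN4* (0.709) and SP_4 was apart for *SPINK9* (1).

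SP_6 and CP_8 are libraries with low *RMRP*, and so is HF_3. In the whole table there are 8 such libraries, a division that the paper does not analyse. Disease subtype as its cause is excluded, since 3 of 3 subtypes have libraries on both sides. A difference in library preparation is a candidate explanation: 16 of 19 other RNAs without a poly(A) tail were lower in each of the 8 libraries than in any other, which that explanation needs. Which library had which kit was not analysed here. No biological explanation for the division was tested beyond the subtype.

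In the direct comparisons of subtypes, tested by limma, these genes differed (log2 fold change). In SP vs CP they were *SPRR4* (4.00), *CYP1B1* (1.97), *RASEF* (1.19), *HOXA9* (-1.50), *HOXA10* (-1.44) and *HOXB7* (-1.43). In HF vs CP they were *KRT9* (9.15), *SPINK9* (5.67), *SPINK7* (4.96), *DEFB4A* (-6.01), *DEFB4B* (-5.90) and *KLK6* (-5.79). In HF vs SP they were *KRT9* (9.28), *SPINK9* (5.80), *SPRR4* (-7.20), *KLK6* (-6.21) and *ATP12A* (-5.08). For the 2 *DEFB4* paralogs, reads could be shared, so their split is uncertain. The groups differ in body site as well as in subtype, and normal scalp, palm and sole skin are not among the samples, so site and disease cannot be told apart. One gene is left out.

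Splitting the same samples in other ways gave as many DEGs in 1 of 100 splits for CP vs C, 1 of 100 for SP vs C, 1 of 100 for HF vs C, 3 of 100 for SP vs CP and 1 of 56 for HF vs CP, the real split included. The 100 splits were taken from 792, 1716, 120 and 462 possible ones for CP vs C, SP vs C, HF vs C and SP vs CP. By this share, a random division of the samples is excluded as the cause for CP vs C, SP vs C, HF vs C and HF vs CP. For SP vs CP the share of 3 in 100 cannot exclude it, since it rests on an unstable count of 7 DEGs. For SP vs CP the 2 other splits with as many both put SP_6, with low *RMRP*, on the side of CP_1 to CP_4, and 1 of them gave 201 DEGs against 7. Its 7 DEGs fell to 0 or 1 in 9 of the 11 fits that left out 1 sample. Among the samples with high *RMRP* SP vs CP had 248 DEGs, and with that division as a covariate over all 28 libraries 46. For HF vs SP it was 5 of 84, so its count of 35 DEGs does not exclude one. The 4 other splits all put SP_6 and HF_3 in the same group, so they follow the division by *RMRP*. Among the samples with high *RMRP* HF vs SP had 449 DEGs, with that division as a covariate over all 28 libraries 322, and without SP_6 367, and each of these sets held all 35.

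The 32 immediate early genes (such as *FOS* and *EGR1*), of which the paper names 1 and its core list holds 18, had median log2 fold changes of -1.48 in CP, -2.06 in SP and -2.06 in HF against C. Low-*RMRP* libraries as the whole cause are excluded: without them the highest of the 3 medians was -1.41. Scaling is excluded too, with the highest of 6 medians at -1.63 under quantile normalization and 75th percentile scaling. Handling of the control skin might also raise these genes in C, since all 14 of 14 psoriasis samples were below the lowest C sample, but no C sample collected in another way is there to tell. Mitosis genes, 24 in number, had medians of 1.07 in CP and 1.05 in SP. No technical explanation of that was tested.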

How the results depend on the processing

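Alternatives were set before the data were examined unless said to be added. The fits by *RMRP*, camera with estimated correlation and counts adjusted over a list alone were chosen only after the results had been seen. Leaving out 1 sample was not set beforehand for distances and mean FPKM. Where a count moved by more than 1.5 times, the cause was not tested, except that fewer genes or samples enter some fits by construction. No counts of reads are known, so it cannot be said which calls the depth limits, and genes near the filter are the least certain.

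With a mean of at least 5 FPKM, so fewer genes, DEGs numbered 780 in CP vs C, 651 in SP vs C, 239 in HF vs C and 2 in SP vs CP, the core set 168, DEGs exclusive to CP 285, SP 168 and HF 35, and *KRT* and *KRTAP* genes higher in SP 56. With the adjusted p alone, there were 3988 DEGs in CP vs C and 2708 in SP vs C, a core set of 472, and 1926, 734 and 50 exclusive to CP, SP and HF. With 75th percentile scaling, HF vs C had 946, SP vs CP 14 and HF vs SP 56, the core set 481, and exclusive DEGs were 301 in CP and 271 in HF. With quantile normalization, SP vs CP had 25 and HF vs SP 65, the core set 462, and 250 DEGs were exclusive to CP.

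A pseudocount of 1 gave 0 DEGs in SP vs CP (954 at an unadjusted p under 0.05) and 21 in HF vs CP. A pseudocount of 0.1 gave 0 in SP vs CP (824) and 710 exclusive to CP. Without the filter, SP vs CP had 4, HF vs CP 15, and 80 were exclusive to HF. Without trend, SP vs CP had 0 (933). With all 4 groups in 1 fit, SP vs CP had 2, HF vs CP 121, HF vs SP 292, and 206 were exclusive to HF. With all 28 libraries, HF vs CP had 4. A block on the replicate number gave 217 in SP vs CP, 1 in HF vs CP and 152 in HF vs SP, but these numbers do not pair persons, so that result is given only for completeness. Over the 763 listed core genes, the mean FPKM was 29.1 in CP and 19.1 in SP, and distances from C were 50.6 for CP, 48.5 for SP and 47.3 for HF. Camera gave 36 gene list calls, and fry also called 15 of those.

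Alternatives added after the data had been seen: among samples with high *RMRP*, SP vs CP had 248 DEGs, HF vs SP 449, and the HF module 86 hub genes. With that division as a covariate over all 28 libraries, SP vs CP had 46 and HF vs SP 322. High *RMRP* with 75th percentile scaling gave 264 and 480. Among libraries with low *RMRP*, SP vs CP had 0 (307 at an unadjusted p under 0.05, 3 against 4 samples). Camera with estimated correlation gave 0 calls.

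Across the fits that each left out 1 sample, DEGs ran from 1131 to 1574 in CP vs C, 1183 to 1579 in SP vs C, 288 to 1081 in HF vs C, 0 to 215 in SP vs CP, 9 to 50 in HF vs CP and 7 to 367 in HF vs SP. The core set ran from 186 to 361, exclusive DEGs from 307 to 661 in CP, 348 to 587 in SP and 42 to 555 in HF. Hub genes ran from 347 to 422 in SP and 38 to 65 in HF. The correlation of the HF module ran from -0.567 to 0.822: it reversed, to -0.567, without HF_1. That of the SP module ran from 0.725 to 0.932. Distances from C ran from 90.2 to 99.6 for CP, 99.9 to 106 for SP and 81.0 to 116 for HF. Mean FPKM of shared DEGs ran from 69.7 to 85.2 in CP and 50.8 to 57.4 in SP, and *KRT* and *KRTAP* genes higher in SP from 93 to 98.

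Calls of single named genes under the other alternatives were the same in 1459 cases, weaker in 72 and stronger in 16. When 1 sample was left out they were the same in 1212, weaker in 117 and stronger in 4. The first split in clustering separated C from psoriasis in each of the 4 settings run. The correlation of the SP module had an exact p under 0.05 in each setting in which the eigengene was computed. Its r was below the 0.7 that the paper uses over all 28 libraries, at 0.635, and without SP_2 and SP_4, at 0.669.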

Differences from the paper's values

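Tests of causes are not part of this section, and none was chosen for it. The paper's values of single genes are Cufflinks log2 fold changes, and those of limma are on log2(FPKM + 0.5), a scale that holds values near 0 together, so the log2 ratio of mean FPKM is given as well where C is not at 0. That ratio is on the paper's scale, and was added after the values had been seen. For a single gene, a gap was counted only where the difference from the paper's value exceeded the larger within-group SD of log2 values. An alternative closed it by bringing the difference to at most that SD, so closed does not mean equal. Genes with a wide spread can thus differ and not be listed. Examples are *ALOX15* in HF vs C (the paper's 2.85 against 1.26), *KRT33A* in CP vs C (3.11 against 2.02) and *SEMA4D* in HF vs C (1.29 against 0.64).

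For the number of DEGs (CP vs C), the paper gives 2297 and the value here was 1395. Alternatives that closed the gap were pseudocount 0.1 (1909), all samples (1958), without C41 (1574) and without CP_4 (1565), and the other alternatives set before the data were examined left it open. For the number of DEGs (SP vs C), the paper gives 2319 and the value here was 1368. The gap was closed by pseudocount 0.1 (1609), quantile normalization (1564), 75th percentile scaling (1580), all samples (1782), adjusted p alone (2708) and without SP_6 (1579), and the other alternatives set before the data were examined left it open. Among alternatives chosen after seeing the values, the samples with high *RMRP* (1579) did so too. The paper states these 2 counts in both orders: those compared with are from its text, and its Table 2 gives 2319 for CP vs C and 2297 for SP vs C. For the number of DEGs (HF vs C), the paper gives 1318 and the value here was 541. Within 1.5 times the paper were 75th percentile scaling (946) and without HF_2 (1081), and the other alternatives set before the data were examined left it open. For the core DEGs (all subtypes), the paper gives 763 and the value here was 305. None of the alternatives set before the data were examined closed the gap.

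For the DEGs exclusive to 1 comparison (HF vs C), the paper gives 262 and the value here was 125. Alternatives that closed the gap were quantile normalization (179), 75th percentile scaling (271), all 4 groups in 1 fit (206) and without HF_3 (187), and the other alternatives set before the data were examined left it open. For the DEGs shared by CP and SP (CP and SP), the paper gives 1543 and the value here was 873. The gap was closed by pseudocount 0.1 (1111), all samples (1313) and adjusted p alone (1950), and the other alternatives set before the data were examined left it open. For the percent of DEGs in the core set (CP vs C), the paper gives 33 and the value here was 21.9. Within 1.5 times the paper were pseudocount 1 (23.6), quantile normalization (35.4), 75th percentile scaling (34.6), all 4 groups in 1 fit (32.4), without C41 (22.9), without CP_1 (23.0), without CP_2 (25.8), without SP_2 (22.7), without SP_4 (22.0), without HF_2 (24.4) and without HF_3 (23.4), and the other alternatives set before the data were examined left it open. Among alternatives chosen after seeing the values, the samples with high *RMRP* (24.8) and 75th percentile scaling, the samples with high *RMRP* (27.3) did so too. For the mean FPKM of DEGs shared by CP and SP (CP), the paper gives 48.7 and the value here was 79.1. The 2 means are over different genes, 1543 in the paper and 873 here. Their FPKM may also be on different scales. For the genes shown in Supplementary Table 1 for CP vs C, the median log2 ratio of the FPKM here to those listed there was -1.15 in C and -1.11 in CP. Which scale the paper's mean has is not stated. No alternative set before the data were examined came within 1.5 times the paper. The mean over the 763 core genes (29.1), a different set of genes and on the other side of the paper's value, differed from it by less than the SD over the CP samples (26.7). Chosen after seeing the values, all samples (58.5), all genes but the one with the highest mean (65.1) and without CP_2 (69.7) came within 1.5 times, and without CP_1 (74.7) within that SD.

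None of the alternatives set before the data were examined closed the gap for these log2 fold changes. *ADAM23* in HF vs C: the paper's 4.15 against 1.85, ratio of means 3.47. *AGR3* in SP vs C: the paper's -8.01 against -2.03, ratio of means -8.02. *CBLN2* in SP vs C: the paper's 6.28 against 2.79, ratio of means 6.97. *FAM26D* in SP vs C: the paper's 6.74 against 2.57, ratio of means 9.75. *HAS1* in CP vs C: the paper's -3.77 against -1.62, ratio of means -3.16. *HOXA10* in SP vs C: the paper's -4.49 against -1.87, ratio of means -3.98. *IL36B* in HF vs C: the paper's 2.42 against 0.94, ratio of means 1.18. *IL36B* in SP vs C: the paper's 3.83 against 1.04, ratio of means 2.31. *IL6* in CP vs C: the paper's -5.30 against -2.25, ratio of means -4.53.

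None of the alternatives set before the data were examined closed the gap for these log2 fold changes. *KRT25* in HF vs C: the paper's -5.75 against -1.02, ratio of means -4.28. *KRT6C* in CP vs C: the paper's 7.84 against 5.65, ratio of means 6.16. *KRT6C* in HF vs C: the paper's 11.18 against 6.61, ratio of means 7.46. *LCE3C* in SP vs C: the paper's 7.95 against 2.20, ratio of means 7.00. *S100A7A* in HF vs C: the paper's 5.77 against 2.99, ratio of means 5.16. *S100A7A* in SP vs C: the paper's 11.28 against 7.75, ratio of means 10.31. *SPRR2A* in HF vs C: the paper's 7.15 against 4.91, ratio of means 5.09. *SPRR2B* in CP vs C: the paper's 10.20 against 8.69, ratio of means 8.72. *SPRR2B* in HF vs C: the paper's 6.93 against 4.78, ratio of means 4.83.

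None of the alternatives set before the data were examined closed the gap for these log2 fold changes. *TCHH* in HF vs C: the paper's -4.07 against -0.59, ratio of means -2.72.

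*IL36A* was at 0 FPKM in all 7 C samples, so its log2 fold changes here are set by the pseudocount, and no gap is stated. In CP vs C the paper gives 11.53 and the value here was 5.96. In SP vs C the paper gives 9.99 and the value here was 4.62.

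For these log2 fold changes the alternatives named were the only ones that closed the gap. *C10orf99* in CP vs C: the paper's 7.13 against 6.27, ratio of means 6.83; the gap closed with pseudocount 0.1 (6.77); chosen after seeing the values, it closed with all samples with *RMRP* division as covariate (6.73). *C10orf99* in HF vs C: the paper's 7.12 against 5.83, ratio of means 6.51; the gap closed with pseudocount 0.1 (6.33) and without HF_3 (6.34); chosen after seeing the values, it closed with the samples with high *RMRP* (6.34), all samples with *RMRP* division as covariate (6.64) and 75th percentile scaling, the samples with high *RMRP* (6.23). *C10orf99* in SP vs C: the paper's 6.12 against 5.09, ratio of means 5.69; the gap closed with pseudocount 0.1 (5.59); chosen after seeing the values, it closed with all samples with *RMRP* division as covariate (5.57). *IL17D* in SP vs C: the paper's -2.42 against -1.32, ratio of means -2.18; the gap closed with pseudocount 0.1 (-1.79), all samples (-1.61) and without C41 (-1.59). *IL20* in CP vs C: the paper's 3.42 against 1.46, ratio of means 3.33; the gap closed with pseudocount 0.1 (2.52). *IL36B* in CP vs C: the paper's 2.70 against 1.53, ratio of means 2.12; the gap closed with pseudocount 0.1 (1.85), all samples (2.24), without C41 (1.73) and without CP_4 (1.82). *IL36G* in HF vs C: the paper's 4.70 against 3.75, ratio of means 3.96; the gap closed with all samples (4.24); chosen after seeing the values, it closed with all samples with *RMRP* division as covariate (4.54). *IL36G* in SP vs C: the paper's 5.46 against 4.75, ratio of means 4.97; chosen after seeing the values, it closed with all samples with *RMRP* division as covariate (5.37).

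For these log2 fold changes the alternatives named were the only ones that closed the gap. *IL36RN* in HF vs C: the paper's 3.10 against 2.21, ratio of means 2.25; the gap closed with all samples (2.93); chosen after seeing the values, it closed with all samples with *RMRP* division as covariate (3.01). *IL36RN* in SP vs C: the paper's 3.18 against 2.55, ratio of means 2.57; the gap closed with all samples (3.08), without C41 (2.71) and without SP_3 (2.70); chosen after seeing the values, it closed with all samples with *RMRP* division as covariate (3.28). *KRT9* in CP vs C: the paper's 2.41 against 1.09, ratio of means 2.32; the gap closed with pseudocount 0.1 (1.72) and all samples (1.68). *KRT9* in HF vs C: the paper's 13.29 against 10.24, ratio of means 12.34; the gap closed with pseudocount 0.1 (11.4). *MATN4* in CP vs C: the paper's -4.43 against -2.17, ratio of means -4.32; the gap closed with pseudocount 0.1 (-3.15). *OASL* in CP vs C: the paper's 5.24 against 3.83, ratio of means 5.42; the gap closed with pseudocount 0.1 (4.67) and without CP_4 (4.21). *OASL* in HF vs C: the paper's 4.07 against 2.65, ratio of means 3.94; the gap closed with pseudocount 0.1 (3.42) and without HF_3 (3.15); chosen after seeing the values, it closed with the samples with high *RMRP* (3.15). *OASL* in SP vs C: the paper's 4.36 against 2.93, ratio of means 4.52; the gap closed with pseudocount 0.1 (3.70), without SP_2 (3.09) and without SP_6 (3.31); chosen after seeing the values, it closed with the samples with high *RMRP* (3.31), all samples with *RMRP* division as covariate (3.23) and 75th percentile scaling, the samples with high *RMRP* (3.20).

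For these log2 fold changes the alternatives named were the only ones that closed the gap. *PI3* in HF vs C: the paper's 6.93 against 4.75, ratio of means 5.67; the gap closed with pseudocount 0.1 (5.03), quantile normalization (4.97), 75th percentile scaling (5.00), without C38 (4.93), without C40 (4.96), without C41 (4.88), without HF_1 (5.08) and without HF_2 (5.61). *PRKY* in CP vs C: the paper's 3.71 against 1.77, ratio of means 5.41; the gap closed with pseudocount 0.1 (3.24). *S100A7A* in CP vs C: the paper's 10.40 against 8.12, ratio of means 10.29; the gap closed with pseudocount 0.1 (9.80). *SPRR2A* in CP vs C: the paper's 10.72 against 9.50, ratio of means 9.56; the gap closed with pseudocount 0.1 (9.82); chosen after seeing the values, it closed with all samples with *RMRP* division as covariate (9.78). *SPRR2F* in CP vs C: the paper's 11.48 against 9.29, ratio of means 11.60; the gap closed with pseudocount 0.1 (10.9).

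Genes the paper states otherwise, with the log2 fold change and the limma result here: *LCE3C* is named as exclusive to SP and was called in CP (5.40, adjusted p = 0.00221) and not in SP (2.20, adjusted p = 0.0982). *AGR3*, *MATN4* and *HAS1* are named as exclusive to 1 subtype and were called lower in more than 1, *AGR3* also in CP, *MATN4* also in SP (-2.08) and *HAS1* also in SP (-1.88) and HF (-1.76). *KRT33A* was higher in SP as well as in CP (5.58 and 2.02). *S100A7* and *SERPINB3* are named for HF alone and were higher in all 3. *KRT25* and *TCHH* are named as lower in HF and were not called (-1.02, adjusted p = 0.596, and -0.59, adjusted p = 0.627).

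*AKR1C3* is stated to be lower in SP and was not called (-0.97, adjusted p = 0.137), except over all 28 libraries (-1.57, adjusted p = 0.0162). *SEMA4D* is stated to be higher in HF and was not called (0.64, adjusted p = 0.251). *IL33* is stated to be lower in HF and was not called (-1.26, adjusted p = 0.0975), but was with quantile normalization, with 75th percentile scaling and without HF_2. *GPRIN1* is stated to be higher in HF and was not called (0.75, adjusted p = 0.243), but was with quantile normalization. *ALOX15* is stated to be a DEG in HF and was not called (1.26, adjusted p = 0.221). *SEMA4D*, *GPRIN1* and *ALOX15* were called without HF_3, which equals the fit among samples with high *RMRP* that was added after seeing the values. *IL36B* is placed in the core set and was called in CP only (1.04, adjusted p = 0.259 in SP and 0.94, adjusted p = 0.163 in HF), except that over all 28 libraries it was called in SP. *NEFL*, *CDH22*, *TBX5*, *HOXD11*, *SST*, *SERTM1*, *ADAMTS16* and *IL17F* were below the filter. The core list in the supplement does not hold *S100A9*, *SPRR2A*, *KRT6A*, *KRT6B* or *KRT6C*, which the text names for it.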

Other observations

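Tests of explanations in this part were chosen after the results had been seen. For the SP module, for clustering and for distance, what each test would show was set down before its value was computed, but after the division by *RMRP* and the spread of HF had been seen.

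Further genes that the paper names for other comparisons had these FPKM. *KRT16* was at 26.0 ± 9.12 FPKM (SD, n = 7) in C, 1273 ± 972 FPKM (SD, n = 5) in CP, 1234 ± 654 FPKM (SD, n = 6) in SP and 1061 ± 867 FPKM (SD, n = 3) in HF, called higher in all 3 by limma. *WNT5A* was called higher too, with log2 fold changes of 2.00, 2.29 and 2.11. *TMPRSS11D* had 4.03, 4.24 and 1.11, the last lost in 8 of the 10 fits that left out 1 sample. *SFRP4*, *CCL13* and *PM20D1* were not called in any comparison with C.

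*IL17A* was listed at 0 FPKM in every C and HF sample, and at 0.350 ± 0.230 FPKM (SD, n = 5) in CP and 0.322 ± 0.246 FPKM (SD, n = 6) in SP. *IL22* was at 0 in C and at 0.272 ± 0.224 FPKM (SD, n = 5) in CP, 0.234 ± 0.243 FPKM (SD, n = 6) in SP and 0.215 ± 0.300 FPKM (SD, n = 3) in HF. *IFNG* had 0.0218 ± 0.0411 FPKM (SD, n = 7) in C and 0.305 ± 0.0704 FPKM (SD, n = 5) in CP, *TNF* 0.130 ± 0.0495 FPKM (SD, n = 7) in C and 0.207 ± 0.0763 FPKM (SD, n = 5) in CP, and *IL13* 0.0417 ± 0.0612 FPKM (SD, n = 7) in C and 0.172 ± 0.236 FPKM (SD, n = 3) in HF. For *IL13*, HF_1, HF_2 and HF_3 had 0.0758, 0.441 and 0 FPKM. The CP samples had 0 to 0.0497 FPKM and the SP samples 0 to 0.316 FPKM. All 5 genes were below the filter.

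Counts adjusted over a list alone were added after the results had been seen. Gene lists set before the data were examined gave these median log2 fold changes in CP, SP and HF against C. Interferon response genes (22) had 2.27, 1.90 and 1.14, with 20, 20 and 7 called higher over all genes and the same numbers adjusted over the list alone. Mitosis genes (24) had 0.93 in HF, with 15, 14 and 2 called, and 15, 14 and 9 adjusted over the list alone. T cell genes (19 tested) had 0.89, 0.63 and 0.78, with 7, 3 and 3 called, and 7, 4 and 4 over the list alone. IL-36 and IL-1 family genes (11) had 1.10, 1.04 and 0.30, with 5, 4 and 3 higher, and 6, 5 and 3 over the list alone. Immediate early genes had 21, 23 and 15 called lower, and 23, 24 and 23 over the list alone.

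Sebaceous gland genes had -0.61, 1.18 and -0.91, and 1.64 in SP vs CP, with 1 lower in CP over all genes and 0 adjusted over the list alone (1 at an unadjusted p under 0.05), and 0 called in SP vs CP (8 at that p). Limb and trunk position genes had -0.43, -0.81 and -0.69, and -0.51 in SP vs CP, where 3 were lower over all genes and 3 adjusted over the list alone. Of these *HOX* and related genes, fry and camera both called the difference in SP vs CP. Adipocyte genes had 0.17, 1.04 and 0.26, with 1 higher in each comparison both over all genes and adjusted over the list alone. Eccrine sweat gland genes had 0.84, -0.08 and -0.38, with 1 lower in each both ways, and smooth muscle genes -0.74, -0.72 and -1.20 with 0 called (0 at an unadjusted p under 0.05). Genes of RNAs without a poly(A) tail had 0.14, 0.18 and -0.82, with 2 higher in CP over all genes and 0 adjusted over the list alone (2 at an unadjusted p under 0.05). Y-linked genes had 2.38 in CP and 1.42 in SP, with 11 and 0 called over all genes and 11 and 11 adjusted over the list alone. The T cell cytokine list had no tested genes.

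Camera called 36 of 72 list tests, fry 15 of those, and camera with estimated correlation 0. Control skin expresses 32 of the 32 immediate early genes, 21 of 22 interferon genes, 23 of 24 mitosis genes, 9 of 20 T cell genes, 10 of 11 IL-36 and IL-1 genes, 17 of 27 position genes, 13 of 16 adipocyte genes, 9 of 10 eccrine genes, 11 of 14 sebaceous genes, 12 of 12 smooth muscle genes and 20 of 24 RNAs without a poly(A) tail. The study itself names 5 of the IL-36 and IL-1 list and its core list holds 18 of the immediate early, 16 of the interferon and 17 of the mitosis genes.

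HF vs C had fewer DEGs than CP vs C or SP vs C. The smaller number of HF samples could add to this, but the lowest count over subsets of 3 CP or SP samples was 588. Without the 1 HF library with low *RMRP* the count was 680, still fewer than in the others. It was 448 without HF_1 and 1081 without HF_2. The last count lies within the range over subsets of 3 samples of CP (925 to 1759) and of SP (588 to 1628). Neither explanation can be told from the spread of HF.

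*KRTAP* genes were higher in SP. The SP library with low *RMRP* is excluded as the cause: among the 21 samples used, SP_6 had the lowest sum of these genes in SP (10.3 FPKM), and the other 5 SP samples had 825 to 4807 FPKM, against at most 20.5 FPKM in the 7 C samples. Of the samples that the study removed, C44 had 284.9 FPKM, C43 1.00 FPKM, SP_7 81.6 FPKM and SP_8 1498 FPKM. A difference of scalp skin from other skin might give the same result: the median in SP vs CP was 2.65, and normal scalp skin was not analysed here.

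The correlation of the HF module with HF was -0.567 without HF_1, as 1 HF library being its source requires. But with the eigengene of all 21 samples HF_2 (0.149) and HF_3 (0.159) were above each of the 18 other samples, of which CP_8 was the highest (0.0364), which goes against that source. HF_1 took part in that eigengene, so these values leave the question open. For the SP module, low *RMRP* is excluded as the source, since r was 0.941 among the other samples. In clustering by core genes, 2 of the 3 libraries with low *RMRP* were nearest to each other, and CP_8 was nearest to SP_1. With FPKM without the log it was 3 of 3, and over all 28 libraries each of the 8 libraries with low *RMRP* had another of them as its nearest psoriasis sample, so preparation could set the neighbours of these libraries. The 9 samples nearest to one of their own subtype all had high *RMRP*.

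HF was the closest subtype to C by distance. With the part expected from the spread within groups removed, the distances were 86.8 for CP, 91.2 for SP and 60.8 for HF, and among the samples with high *RMRP* 91.4, 101.7 and 70.2. That part was the largest for HF, so a widening of distances by spread works against HF being closest. The correction could only bring HF nearer, so it decides nothing more. Chance differences between the HF samples remain open, since HF was the farthest without HF_1 (108.7) or HF_2 (115.5).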
